# Combinatorial effects on gene expression at the *Lbx1*/*Fgf8* locus resolve split-hand/foot malformation type 3

**DOI:** 10.1038/s41467-023-37057-z

**Published:** 2023-03-17

**Authors:** Giulia Cova, Juliane Glaser, Robert Schöpflin, Cesar Augusto Prada-Medina, Salaheddine Ali, Martin Franke, Rita Falcone, Miriam Federer, Emanuela Ponzi, Romina Ficarella, Francesca Novara, Lars Wittler, Bernd Timmermann, Mattia Gentile, Orsetta Zuffardi, Malte Spielmann, Stefan Mundlos

**Keywords:** Gene regulation, Chromatin structure, Limb development

## Abstract

Split-Hand/Foot Malformation type 3 (SHFM3) is a congenital limb malformation associated with tandem duplications at the *LBX1*/*FGF8* locus. Yet, the disease patho-mechanism remains unsolved. Here we investigate the functional consequences of SHFM3-associated rearrangements on chromatin conformation and gene expression in vivo in transgenic mice. We show that the *Lbx1*/*Fgf8* locus consists of two separate, but interacting, regulatory domains. Re-engineering of a SHFM3-associated duplication and a newly reported inversion in mice results in restructuring of the chromatin architecture. This leads to ectopic activation of the *Lbx1* and *Btrc* genes in the apical ectodermal ridge (AER) in an *Fgf8-*like pattern induced by AER-specific enhancers of *Fgf8*. We provide evidence that the SHFM3 phenotype is the result of a combinatorial effect on gene misexpression in the developing limb. Our results reveal insights into the molecular mechanism underlying SHFM3 and provide conceptual framework for how genomic rearrangements can cause gene misexpression and disease.

## Abstract (web summary)

Congenital limb defects are often associated with genomic rearrangements. Here they provide insights into the molecular mechanism underlying SHFM3-associated structural variations, offering a conceptual framework for how genomic rearrangements can alter gene expression and cause disease.

## Introduction

At the sub-megabase scale, chromosomes are organized into distinct regions of high interaction called Topologically Associating Domains (TADs) that are separated from each other by boundaries^1,2^. TADs are thought to restrict enhancer-promoter contacts thereby defining regulatory domains. Structural variations (SVs), such as deletions, duplications and inversions, can disrupt these functional units and different types of SVs can induce distinct topological changes. For instance, deletions are mainly responsible for TAD fusion, duplications can promote the formation of a new TAD (neo-TAD), while TAD shuffling is frequently observed upon an inversion^3–5^.

SVs can not only affect gene dosage but also modulate basic mechanisms of gene regulation. Indeed, SVs can alter the copy number of regulatory elements or modify the 3D genome by disrupting higher-order chromatin organisation. This can give rise to ectopic enhancer-promoter contacts, gene misregulation and ultimately disease^3–6^. However, the general applicability of this concept remains under investigation, as disruption of TADs and enhancer-promoter interactions are not always accompanied by changes in expression. Studies in Drosophila^7^ and in human congenital chromothrypsis cases^8^ indicate indeed a degree of robustness of the genome against such events.

SHFM is a congenital limb malformation characterized by variable defects of the central rays of the autopod often together with syndactyly and/or aplasia/hypoplasia of the phalanges, metacarpals, and metatarsals^9^. SHFM is known as a paradigm for genetic heterogeneity. While duplications on either 17p13.3 or 10q24^10^ are the most frequent genetic cause, SHFM can be also associated with coding and non-coding mutations at other loci. Indeed, SVs involving the *DYNC1I1* locus where regulatory elements for *DLX5* and *DLX6* are localized^11^, and mutations in *TP63*, *DLX5*, or *WNT10B*^12^ have been previously associated with SHFM.

The common underlying patho-mechanism of these mutations is thought to be the failure to maintain a proliferation/growth signal from the apical ectodermal ridge (AER), a signalling center of ectodermal cells at the distal end of the limb bud^13^. SHFM is also a clinically heterogeneous disease^14^. There is a high degree of clinical variability in individuals with SHFM-associated SVs even in the same family^15,16^. In addition, there can be high variability within affected individuals suggesting stochastic and other complex patho-mechanism that are not merely associated with gene dosage alteration.

Tandem duplications on chromosome 10q24 at the *LBX1*/*FGF8* locus are considered the cause for SHFM type 3 (SHFM3)^15^, but the specific patho-mechanism of SHFM3-associated duplications remains unsolved. The reported duplications are at least 500 kb in size, encompassing five genes of the locus (*LBX1*, *BTRC*, *POLL*, *DPCD*, and *FBXW4*) but excluding the neighbouring *FGF8* (Supplementary Fig. 1)^17^. While *LBX1* is essential for early muscle cell differentiation and migration^18^, *FGF8* is expressed in the AER together with other FGFs where it functions as a growth factor for the underlying mesechyme^19^. *BTRC* is part of the E3 ubiquitin-protein ligase complex which mediates the ubiquitination and subsequent proteasomal degradation of target proteins^20^, *DPCD* is involved in the generation and maintenance of ciliated cells^21^, *POLL* encodes for a DNA polymerase^22^, whereas *FBXW4* is also involved in ubiquitin-mediated protein degradation^23^.

Duplications can have different effects on gene regulation depending on their relative position to chromatin domain boundaries. Studies of the *SOX9* locus, for example, have shown that duplications within the *SOX9* TAD can lead to *SOX9* mis/overexpression and sex reversal, whereas duplications that include the *SOX9/KCNJ2* boundary and the *KCNJ2* gene result in *KCNJ2* misexpression and brachydactyly^4^. In the latter situation, a neo-TAD is formed leading to contact of the *SOX9* enhancers with the *KCNJ2* promoter and *KCNJ2* expression in a *SOX9-like* pattern. Given these examples, it is conceivable that the SHFM3-associated duplications may have specific regulatory effects that could result in gene misexpression.

In addition to the SHFM3 duplications at the *LBX1*/*FGF8* locus, we reported here a new case of SHFM3 malformation associated with an inversion at the same locus. This inversion was also of particular interest as the patient is a good example of clinical heterogeneity of this limb malformation within the same individual (Supplementary Fig. 2). To uncover the molecular mechanism underlying this congenital disease, we engineered a duplication and the inversion at the *Lbx1/Fgf8* locus in mice using CRISPR/Cas9 genome editing tool^24^. While only the inversion led to a digit phenotype in mice, both SVs induced similar molecular phenotypes. Chromosome conformation capture Hi-C (cHi-C) analysis of the mouse developing limbs in mutants showed that both SVs led to a disruption of the wild-type three-dimensional chromatin configuration of the locus and ectopic enhancer-promoter contacts. Strikingly, this caused misexpression of two genes, *Lbx1* and *Btrc*, in an *Fgf8*-like pattern in the AER.

Here, we show the impact of SVs at the *Lbx1/Fgf8* locus on chromatin architecture and gene regulation and reveal the complex molecular patho-mechanism underlying SHFM3 limb malformation. With the emergence of novel sequencing technologies and the improvement in the discovery and characterization of SVs, this study illustrates the myriad ways by which SVs can cause disease (i.e., a combination of enhancer repositioning and gene misexpression), highlighting the challenging task of their interpretation in the clinic.

## Results

### SHFM3-associated SVs include TAD boundary and *Fgf8* enhancers

To characterize the 3D conformation at the *Lbx1*/*Fgf8* locus during mouse development, we performed cHi-C in wild-type murine limb buds at E11.5, a developmental stage where both *Lbx1* and *Fgf8* limb developmental genes are expressed (Fig. 1a). 

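Capture Hi-C joins DNA ends that lay close together in fixed nuclei, enriches the joined fragments of a chosen stretch of the genome with probes and counts them as read pairs. The wild-type map merged 4 libraries of E11.5 limb buds, of which 3 were biological replicates and 1 was a technical replicate. It covers chromosome 19 of mm9 from 44440001 to 46400000 in 392 bins of 5 kb, of which 389 hold values. The authors mapped the reads with HiCUP and Bowtie2, kept deduplicated read pairs of sufficient mapping quality, joined the replicates and deposited Knight-Ruiz (KR) normalized contact signal, in which each value is a number of read pairs multiplied by a factor for each of its bins. Dividing the factors out returned whole numbers for 100% of the values (within 0.01), which gave 7867931 read pairs in the map. Of these, 6288135 joined different bins. The median bin pair with a value held 21 read pairs, and 11 where the bins lay 500 kb or more apart, so values over many bins are the more precise ones. Because the replicates are merged in the deposited maps and reads were not remapped, no spread between limb bud samples and no test could be computed. The intervals given with the values cover counting error only. Gene positions came from the GENCODE annotation of the same build, while the TADs, boundaries and enhancer interval were read from Fig. 1a.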

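In the wild-type limb bud map, contact was enriched inside each domain and between the boundaries that enclose it. Bin pairs within the centromeric domain, which holds *Lbx1* and *Btrc*, had 1.23 times the mean contact of all bin pairs at the same distance, and those within the telomeric domain, which holds *Fbxw4* and *Fgf8*, 1.24 times. Contact of the centromeric domain with the 170 kb on its outer side was 0.929 times that mean, and that of the telomeric domain with the 170 kb beyond it 0.628 times. The centromeric and the middle boundary, 325 kb apart at their contact maximum, met 5.42 (95% counting interval 5.25 to 5.59) times as often as other pairs at this distance. For the middle and the telomeric boundary, 175 kb apart, this value was 3.05 (2.95 to 3.15). Both lay above the 99th percentile of equal squares moved along the diagonal. Each loop value is the mean of 3 × 3 bins around the highest wild-type bin pair within 25 kb of the boundaries drawn in Fig. 1a. Because the centre was the highest pair of this map, the wild-type values lean upwards.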

We observed that the locus is characterized by the presence of a major chromatin loop (Fig. 1a, top dashed circle and double dashed lines) comprising two distinct smaller chromatin regulatory domains (Fig. 1a, single dashed lines). 

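The genes of the locus lie on chromosome 19 (mm9) in the following order from the centromere. *Lbx1*, which encodes a homeodomain transcription factor of migrating limb muscle precursors, lies from 45307178 to 45310301 on the minus strand. *Btrc*, which encodes an F-box protein of a ubiquitin ligase, lies from 45438224 to 45607831 on the plus strand. *Fbxw4* lies from 45652744 to 45734802 and *Fgf8*, which encodes a fibroblast growth factor made in the AER, from 45811288 to 45817405, both on the minus strand. The *Lbx1* TAD was taken from 45290001 to 45615000 and the *Fgf8* TAD from 45650001 to 45820000. *Oga* lies on the telomeric side of *Fgf8*, from 45824751 to 45858236, and *Slf2* and *Twnk* lie on the centromeric side of the *Lbx1* TAD, from 45005609 to 45058277 and from 45080563 to 45087252.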

The centromeric and the telomeric domains contain the *Lbx1/Btrc* and the *Fbxw4*/*Fgf8* genes, respectively, and are hereafter referred to as *Lbx1* and *Fgf8* TADs (Fig. 1a). These two domains are separated from neighbouring TADs and each other by CTCF-associated TAD boundaries in the classical divergent orientation^25^ (Fig. 1a). 

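Contact across each of the boundaries was lower than at most positions of the wild-type map. The insulation score, the log2 ratio of the mean contact between the 100 kb on either side of a position to the mean over the map, had a local minimum at each of them. At the centromeric boundary it was −0.58 at 45295000, and 6.23% of the bins scored lower or equal. At the boundary between the TADs it was −0.58 at 45620000, inside the interval from 45615001 to 45650000, which holds *Poll* and the start of *Dpcd*. The telomeric boundary next to *Fgf8* had the lowest of these scores, −0.92 at 45825000. With windows of 200 kb the score of the boundary between the TADs was −0.33. CTCF binding and motif orientation were not analysed here.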

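The interval between the *Lbx1* and *Fgf8* TADs holds the start sites of a divergent gene pair. *Poll*, which encodes DNA polymerase lambda, lies from 45626765 to 45635021 on the minus strand of chromosome 19 (mm9), and *Dpcd* from 45635105 to 45652769 on the plus strand. Their start sites, 45635021 and 45635105, lie in 1 bin of the map, from 45635001 to 45640000, so their contacts cannot be told apart at this bin size. Expression was not measured in these maps.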

*Poll* and *Dpcd* are located within the boundary region separating *Lbx1* and *Fgf8* TADs and their expression might also contribute to the boundary. Given the divergent roles and expression pattern of *Lbx1* and *Fgf8* during limb development^26,27^ (Fig. 1a), separated regulatory domains can be expected to ensure correct gene regulation. The *Fgf8* TAD contains several well characterized enhancers with AER-specific activity as well as other tissue-specific enhancers corresponding to the *Fgf8* expression pattern in the embryo, such as the branchial arches, the somites, and the midbrain-hindbrain boundary^28,29^. 

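The interval drawn around the AER enhancers 58, 59, 61 and 66 spans bins 45655001 to 45705000 on chromosome 19 (mm9) and lies inside *Fbxw4*, whose start site is at 45734802. Its middle lies 137 kb from the *Fgf8* start at 45817405 and 369.7 kb from the *Lbx1* start at 45310301. This interval was read from Fig. 1a and is known only to the bin, which is why the wider 125 kb region printed in Fig. 3d, from 45648001 to 45773000, was used for most measures.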

Interestingly, all identified AER enhancers^28^ are located within a 40 kb region in the introns of *Fbxw4* (58, 59, 61, 66; yellow ovals in Fig. 1a), with the exception of one enhancer (80; orange oval in Fig. 1a) which is located in close proximity to *Fgf8*.

**Fig. 1:**
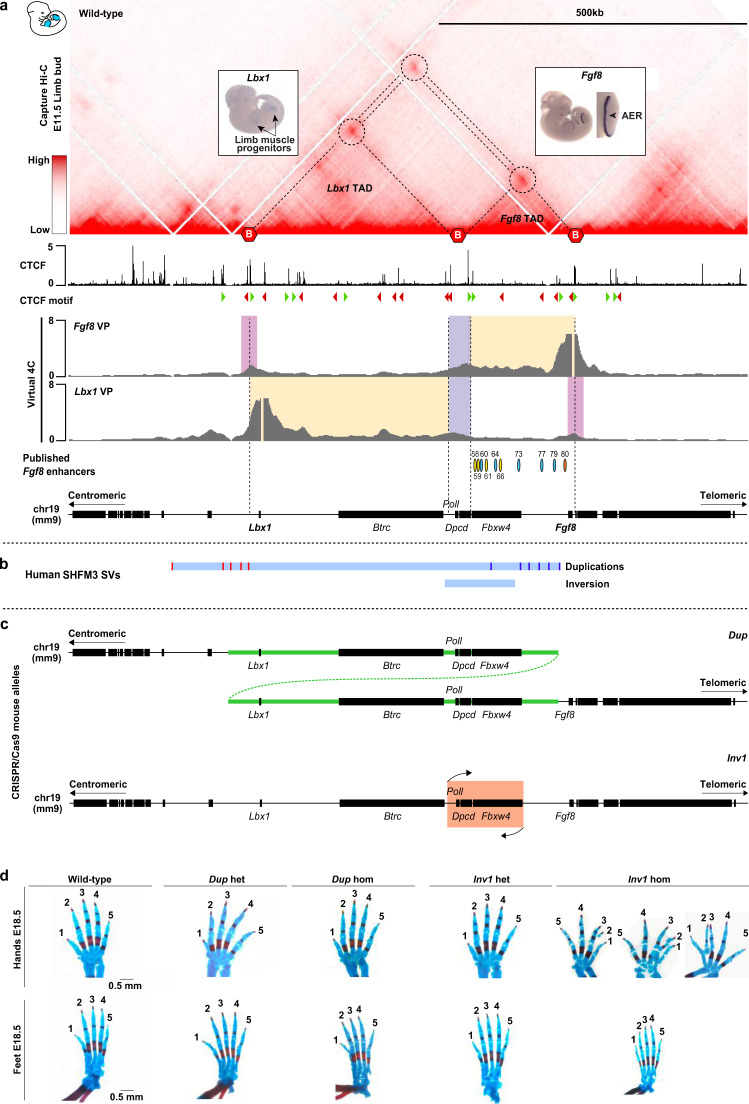
Engineering of the SHFM-associated structural variations at the *Lbx1*/*Fgf8* locus. **a** cHi-C (data are shown as merged signal of *n* = 3 biological and 1 technical replicates) of extended *Lbx1*/*Fgf8* locus generated from wild-type E11.5 mouse limb buds. *Lbx1* and *Fgf8* are located within distinct TADs (indicated by single dashed lines) separated by boundaries (indicated by red hexagons) in correlation with CTCF binding sites, as indicated in ChIP-seq from E11.5 mouse limb buds^61^ below. Loops (dashed circles) indicate interaction between CTCF sites. Interaction plots using virtual 4C from *Fgf*8 and *Lbx1* viewpoints (VP) are shown below. Regions of interactions relative to *Lbx1* and *Fgf8* within their own TADs are highlighted in yellow, whereas contacts with the boundary region between *Lbx1* and *Fgf8* TADs and those over such boundary are in violet and pink, respectively. Published *Fgf8* enhancers^28^ are indicated by ovals. Yellow ovals highlight enhancers driving *Fgf8* expression in the AER and localized within the introns of *Fbxw4*, while in orange is the only AER enhancer in close proximity to *Fgf8*. **b** Schematic of human SHFM3 related structural variations (SVs). Red and blue lines in the duplications bar represent the different centromeric and telomeric breakpoints, respectively. Breakpoints of the inversion are shown below. **c** Schematic of the SHFM-associated SVs engineered in mice using CRISPR/Cas9 genome editing tool, particularly one selected tandem duplication (*Dup*) and the inversion (*Inv1*). **d** Skeletal analysis of fore- and hindlimb stained with alcian blue (cartilage) and alizarin red (bone), from wild-type, heterozygous and homozygous *Dup* and *Inv1* 18.5 embryos. No particular phenotype was observed in both heterozygous and homozygous *Dup* and in heterozygous *Inv1*, whereas fused bones and split digits were detected in homozygous *Inv1* forelimbs.

Virtual 4C analysis with viewpoints on *Lbx1* and *Fgf8* further emphasized how the interactions of these genes are to a large extend restricted to their respective regulatory domains (interactions are highlighted in yellow in Fig. 1a). 

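Each viewpoint had more wild-type contact with its own TAD than with the other. Of the *Lbx1* viewpoint signal, 51.0% (95% Wilson interval 50.6 to 51.5) lay in the *Lbx1* TAD and 9.81% (95% Wilson interval 9.53 to 10.1) in the *Fgf8* TAD. Of the *Fgf8* viewpoint signal, 34.2% (95% Wilson interval 33.7 to 34.7) lay in the *Fgf8* TAD and 20.2% (95% Wilson interval 19.8 to 20.6) in the *Lbx1* TAD. Because the TADs differ in length, the signal per bin compares them better. For *Lbx1* it was 8.23 in its own TAD and 2.97 in the other, and for *Fgf8* 11.0 and 3.11. The rest of the captured region had 1.23 per bin for *Lbx1* and 1.39 for *Fgf8*. Each profile is the KR map row of the bin with the gene's start, scaled to 1000 without the viewpoint and 5 kb on either side, and rested on 41753 and 33838 read pairs. The share of a viewpoint in its own TAD includes contacts at short distance. With 25 kb left out on either side of the viewpoint, the share of *Lbx1* in its own TAD was 40.9%, and with a viewpoint of 3 bins it was 47.6%. For *Fgf8* the 25 kb margin brought the shares closer together, to 29.2% in its own TAD and 23.9% in the *Lbx1* TAD. This margin shortens the *Fgf8* TAD and not the *Lbx1* TAD, so these shares do not compare the TADs per bin.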

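Both viewpoints reached the interval between the TADs in the wild-type map. Between 45615001 and 45650000, *Lbx1* had 6.11 of its 1000 units of virtual 4C signal per bin and *Fgf8* had 8.92. For *Lbx1* this was between the levels of its own and of the other TAD, and the same held for *Fgf8*. Over the whole interval the shares of the profiles were 4.27% and 6.24%.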

Virtual 4C demonstrates the specific domains of interaction but also shows a domain of overlapping interaction at the TAD boundary region (highlighted in violet in Fig. 1a). 

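The outer boundaries of the locus had the highest loop value of the wild-type map among the boundary pairs measured. The bins from 45295001 to 45300000 and from 45820001 to 45825000, 525 kb apart, met 6.52 (95% counting interval 6.29 to 6.76) times as often as other pairs at this distance. No equal square moved along the diagonal, out of 280, reached this value, which rested on 2979 read pairs.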

Despite being two separate domains, the *Lbx1* and *Fgf8* TADs are also connected via an additional loop (Fig. 1a, top dashed circle in cHi-C map). This interaction is also visible in our 4C analysis (highlighted in pink in Fig. 1a) suggesting that subpopulations of limb bud cells might have different configurations. This suggests a certain degree of leakiness of the *Lbx1/Fgf8* boundary, leading to a level of intermingling of the two domains despite the very different expression patterns of *Lbx1* and *Fgf8*.

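Each viewpoint had more signal at the far outer boundary than in the sequence around it. From *Lbx1*, the telomeric boundary between 45810001 and 45835000 had 4.40 units per bin, and the 50 kb on either side had 2.24. From *Fgf8*, the centromeric boundary between 45280001 and 45305000 had 6.86 units per bin against 3.67 in its surroundings. These bins held 2.20% of the *Lbx1* profile and 3.43% of the *Fgf8* profile. The maps are averages over all cells of the limb bud and do not separate subpopulations.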

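Mean contact over all bin pairs between the *Lbx1* and the *Fgf8* TAD was 1.08 times that of other wild-type pairs at their distances, which lies between the values inside the TADs and those with their flanks. From the contacts over the boundary, the paper proposes that the boundary is leaky to a degree and that the domains intermingle although the expression of *Lbx1* and *Fgf8* differs.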

Mapping of in-house and already published SHFM3 duplications onto the 3D structure of the locus showed that they all include the boundary between the *Lbx1* and *Fgf8* TADs (Fig. 1b). Furthermore, all duplications comprised *Lbx1* at the centromeric side and the previously identified *Fgf8* AER enhancers located within *Fbxw4*^29^, while excluding *Fgf8* at the telomeric side (Fig. 1b and Supplementary Fig. 1). Mapping of the new SHFM-associated inversion showed that the boundary region between the *Lbx1* and *Fgf8* TADs and the *Fgf8* AER enhancers are located within the inversion breakpoints, suggesting a potential common patho-mechanism.

To investigate the effect of the SHFM3-associated duplications and inversion on chromatin configuration, gene expression, and phenotype, we engineered a human SHFM3 duplication (*Dup*) and the newly reported inversion (*Inv1*) in mice (Fig. 1c).

### *Inv1* but not *Dup* results in a SHFM-like phenotype

First, we analysed the mutant mice for skeletal phenotypes at developmental stage E18.5. In both heterozygous and homozygous *Dup* and in heterozygous *Inv1* we did not observe any skeletal malformations in the extremities of all the analysed embryos (*n* = 4 for *Dup* het, *n* = 5 for *Dup* hom and *n* = 8 for *Inv1* het) (Fig. 1d). Furthermore, none of the >25 adult mice with those genotypes from the established *Dup* and *Inv1* mouse lines displayed a visible morphological phenotype. However, 3 out of 11 E18.5 homozygous *Inv1* embryos exhibited skeletal defects with a tendency to digit separation and partially missing or fused digits/bones (Fig. 1d), resembling the phenotype of SHFM patients^15^ and particularly that of the SHFM3 inversion individual (Supplementary Fig. 2). Additionally, all homozygous *Inv1* mutants showed underdeveloped forelimbs and hindlimbs (Supplementary Fig. 3a). This latter phenotype is highly similar to the *Fgf8* conditional knock-out^27,30^, suggesting that the expression of *Fgf8* in the developing limb might be affected in the *Inv1* homozygous mutants. Loss of *Fgf8* expression is known to affect the proper development of humerus, radius, ulna, and to cause loss mainly of the first digit^27^, an overall phenotype different from SHFM3 based on the clinical cases reported so far in literature^9,15,17^.

### SHFM3-associated SVs result in ectopic 3D interactions

The phenotype observed in the homozygous *Inv1* mutants and the phenotypic discrepancy between the two types of SHFM3 SVs prompted us to study the effect on 3D genome organization during limb development. 

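*Dup* is a tandem duplication and *Inv1* an inversion made with CRISPR/Cas9, and both contain the boundary between the *Lbx1* and *Fgf8* TADs. The guides each match the mm9 genome at 1 place, on chromosome 19, and the breakpoints were taken from there. The *Dup* guides CCCAGGAATCGCCGATGACA and TTAAATTTCTCCAAGATAAG lie from 45251631 to 45251650 and from 45792723 to 45792742, both intergenic, and enclose 541 kb with *Lbx1*, *Btrc*, *Poll*, *Dpcd* and *Fbxw4*. The *Inv1* guides GGCCTCAATACACCTCCATG and GGTGACACCAGTATTCCTCG lie from 45611034 to 45611053, between *Btrc* and *Poll*, and from 45734085 to 45734104 in intron 1 of *Fbxw4*, and enclose 123 kb. Each homozygous map merged 3 biological replicates and 1 technical replicate of E11.5 limb buds. The *Inv1* map held 11615891 read pairs (median 41 per bin pair) and was KR normalized by the authors. The *Dup* map held 13101700 (median 35) and was LOIC normalized, which keeps the effect of copy number. For contact ratios the *Dup* map was balanced again to equal bin totals, and each mutant and wild-type map were scaled jointly at every distance without the rearranged interval, as in the paper's subtraction maps. Every ratio was set beside the same rectangle moved in 5 kb steps to places outside the rearrangement. The percentile among these placements describes the spread within a pair of maps and is no p-value, since placements overlap. A ratio is called higher or lower here when it lies outside the central 95% of its placements. With 1 merged map per genotype, no difference has a replicate check.

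**Figure D1:**
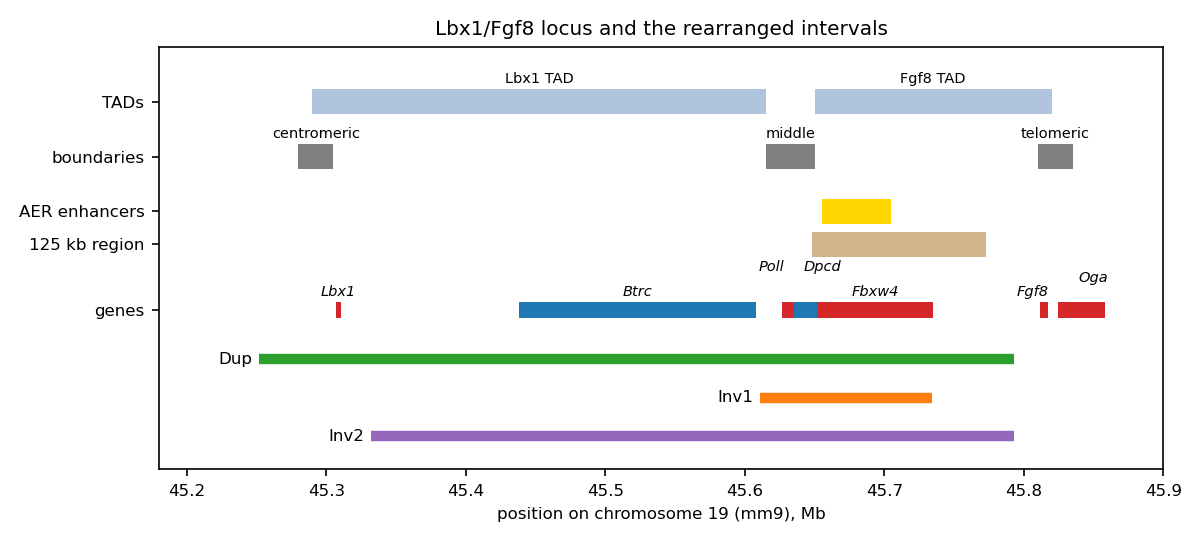
Positions along chromosome 19 (mm9, in Mb) of the TADs, boundaries, AER enhancer interval, 125 kb region and genes (blue, plus strand; red, minus strand), with the intervals rearranged in each mutant as coloured lines. Inv1 holds the middle boundary and the AER enhancers, and Dup and Inv2 share the telomeric breakpoint at 45792725.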

We thus performed cHi-C in homozygous *Dup* and *Inv1* E11.5 murine limb buds (Fig. 2). 

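The homozygous *Dup* map holds extra read pairs over the interval from *Lbx1* to *Fbxw4*. Recovered read pairs per bin inside the duplication, relative to the bins outside it, were 2.04 times the wild-type. Bins with even and with odd numbers gave 2.05 and 2.03. The same measure over the inverted interval was 1.05 in *Inv1*, in which copy number is unchanged by design.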

Compared to wild-type (Fig. 2a), the cHi-C map of the *Dup* mutant (Fig. 2c) showed a general increase in the frequency of interactions within the duplicated region, reflecting the copy number increase. In the subtraction map (*Dup* versus wild-type), the effect of the higher copy number on the signal intensity is corrected (Fig. 2c, mirror view). 

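In the authors' deposited subtraction map, the mean difference over the *Lbx1* TAD and the 125 kb enhancer region was 4.62 in *Dup*, on the scale of maps that total 1000000. The same subtraction computed here from the balanced LOIC map had a correlation of 0.998 with the deposited one across 75078 bin pairs, which are not independent replicates, and a slope of 0.936. The authors subtracted KR maps, and the KR map of *Dup* was not used here.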

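In homozygous *Dup* limb buds, contact was higher between sequences that the tandem order places on either side of the new junction. Between the stretch from the centromeric breakpoint to the centromeric *Lbx1* boundary and the stretch from the middle boundary to the telomeric breakpoint, which holds the AER enhancers, contact was 2.46 (95% counting interval 2.42 to 2.50) times the wild-type. The values rested on 15345 wild-type and 126472 *Dup* read pairs. None of 57 matched placements reached the ratio (their median was 1.01, SD 0.0221). Without the removal of copy number, on the LOIC map as deposited, it was 5.77. In the tandem order these stretches are neighbours, and distance alone gives a ratio of 3.55.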

Interestingly, we observed a stripe of increased interactions (indicated by black arrowheads) involving the part of the *Fgf8* TAD containing the *Fgf8* AER enhancers comprised in the duplication (blue bar in Fig. 2c) and a region immediately upstream of the *Lbx1* centromeric TAD boundary (orange bar in Fig. 2c). This reflected the formation of a neo-TAD, as illustrated in the schematic of the predicted linear configuration (Fig. 2d). 

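In homozygous *Dup* limb buds the whole *Lbx1* TAD had more contact with the enhancer region, and both of its genes took part. Contact of the TAD with the 125 kb region was 1.32 (95% counting interval 1.31 to 1.33) times the wild-type, above all 81 placements (SD 0.0161). For the *Lbx1* gene the ratio was 1.33 (1.29 to 1.38) and for the *Btrc* promoter 1.25 (1.17 to 1.34), both above all of their placements. *Fgf8*, which the duplication leaves out, had 0.875 (0.858 to 0.893) times the wild-type contact with this region, lower than the central 95% of its placements. Distance in the tandem order, summed over the copies, gives 0.769 for this pair. Observed over expected contact was 1.14, above all 201 placements, so the lower ratio shows no loss beyond that expectation. With the narrower AER enhancer interval, 2 of the 2 genes of the *Lbx1* TAD were higher, *Lbx1* at 1.34 and *Btrc* at 1.22. Of the 2 genes of the *Fgf8* TAD, the *Fbxw4* promoter was lower at 0.891 and *Fgf8*, at 0.936, was within its placements, as was the shared *Poll* and *Dpcd* promoter at 0.968. Divided by the ratio expected from distance, the *Fbxw4* promoter contact was 0.938, within its placements. On the LOIC map as deposited, with copy number kept, the TAD ratio was 2.97. There the *Fbxw4* promoter had 2.04 times the wild-type contact with the AER enhancers, and with the 125 kb region *Fgf8* had 1.17 times and the *Poll* and *Dpcd* promoter 2.23 times.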

We also observed increased contacts between the entire *Lbx1* TAD and the *Fgf8* AER enhancers region (indicated by dashed rectangle and asterisks in Fig. 2c). These interactions were established by the *Fgf8* AER enhancers from the neo-TAD, with the endogenous and/or the duplicated *Lbx1* TADs (Fig. 2d). Indeed, in the *Dup* mutant, interactions between the *Fgf8* AER enhancers and the telomeric duplicated *Lbx1* TAD is favoured by a shorter distance, particularly with *Lbx1* gene (~130 kb in *Dup* versus ~380 kb in wild-type configuration), and by the presence of a weaker TAD boundary (two CTCF binding sites instead of four). Moreover, the *Fgf8* AER enhancers could also contact the centromeric endogenous *Lbx1* TAD due to the previously mentioned leakiness of the boundary and the absence of their target gene *Fgf8*, making these enhancers free to interact with the neighbouring *Lbx1* gene and the entire *Lbx1* TAD.

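With the breakpoints of the guides, the start of the telomeric *Lbx1* copy lies 171 kb from the middle of the AER enhancer interval in the tandem order and 146 kb from its near end. Contact expected from these distances and the wild-type decay was 1.33 times the wild-type for the *Lbx1* TAD and 2.22 times for the *Lbx1* gene. Observed contact divided by this expectation was 0.991 for the TAD, within its placements, and 0.601 for *Lbx1*, below all of them. The expectation uses distance only and holds no boundary, and contacts of the copies of the interval cannot be told apart in a map on the reference sequence. From the increased contacts and the predicted order, the paper reasons that contact of the enhancers in the neo-TAD with the telomeric *Lbx1* copy is favoured by the shorter distance and by a weaker boundary.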

**Fig. 2:**
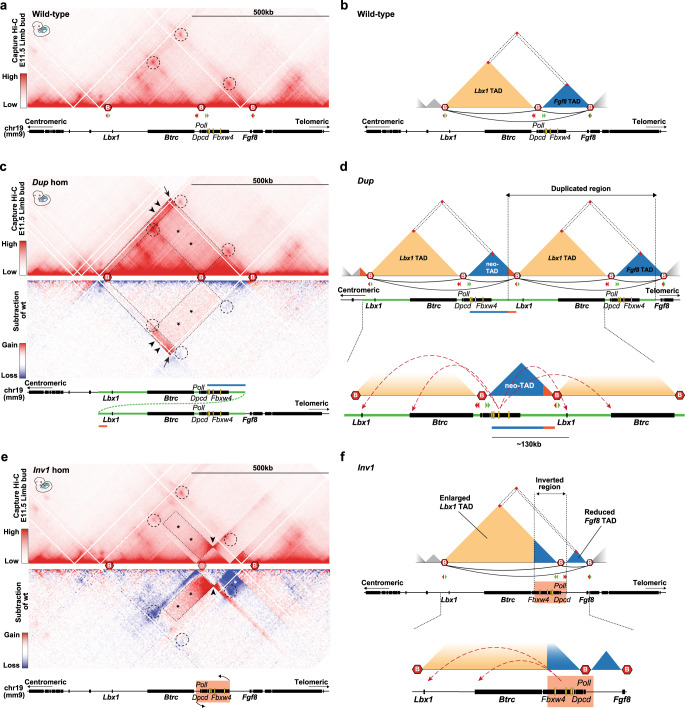
Ectopic 3D interactions upon structural rearrangements at the *Lbx1*/*Fgf8* locus. **a** Wild-type E11.5 mouse limb buds cHi-C (merged signal of *n* = 3 biological and 1 technical replicates). Red hexagons indicate boundaries, dashed circles highlight boundaries interactions. CTCF binding sites orientation and schematic of the locus are below. Yellow ovals highlight *Fgf8* AER enhancers. **b** Schematic of the wild-type configuration. *Lbx1* TAD in yellow, *Fgf8* TAD in blue. Red squares highlight boundaries interactions. CTCF binding sites orientation, interactions between convergent CTCF and schematic of the locus are below. **c** cHi-C (merged signal of *n* = 3 biological and 1 technical replicates) of homozygous *Dup* E11.5 mouse limb buds. Subtraction map between wild-type and *Dup* interactions is shown in mirror view. Dashed circles indicate positions of preserved wild-type boundaries interactions, black arrow highlight the new contact reflecting the duplication breakpoints. Black arrowheads indicate gain of contacts between the region containing the *Fgf8* AER enhancers (blue bar in the locus schematic below) and the region flanking the centromeric side of the *Lbx1* TAD boundary (orange bar). Asterisks highlight the rectangular dashed area showing increased interactions between the *Fgf8* AER enhancers region and the *Lbx1* TAD. **d** Schematic of the predicted linear *Dup* configuration. The entire *Lbx1* TAD is duplicated, remaining unchanged in its content and configuration, like the telomeric *Fgf8* TAD. Between the two *Lbx1* TADs, a neo-TAD forms. Below is a zoom-in view with red dashed arrows indicating potential ectopic contacts. **e** cHi-C (merged signal of *n* = 3 biological and 1 technical replicates) of homozygous *Inv1* E11.5 mouse limb buds. Dashed circles indicate the positions of the original wild-type boundaries interactions, two (centromeric and telomeric) lost upon inversion. The inverted boundary is shown as blurry. Dashed lines on the right point out the new smaller *Fgf8* TAD. Black arrowhead highlights the bow tie configuration representative of inverted regions. Black asterisks highlight the rectangular dashed area showing ectopic interactions between the *Fgf8* AER enhancers region and the *Lbx1* TAD, white asterisk points out the loss of interactions between *Fgf8* and its AER enhancers. **f** Schematic of the *Inv1* configuration with zoom-in of the locus highlighting potential ectopic interactions (red dashed arrows).

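In homozygous *Dup*, the bins that the duplication joins had a mean of 65.7 units of scaled contact signal in the *Dup* map and 13.2 in the wild-type, measured around the tandem junction. The boundary contacts remained above other pairs at their distances. Between the centromeric and the middle boundary the value was 5.58 (95% counting interval 5.48 to 5.68), between the middle and the telomeric boundary 2.71 (2.64 to 2.77), and between the outer boundaries 5.40 (5.24 to 5.55). The insulation score at the boundary between the TADs was −0.42, and −0.11 with windows of 200 kb.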

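At the reference positions of the boundaries, both contacts of the boundary that *Inv1* inverts were lower than in the wild-type, while the contact of the outer boundaries had the highest value of the boundary pairs. The contact with the centromeric boundary was 2.67 (95% counting interval 2.58 to 2.77) times that of other pairs at the reference distance, at percentile 97.2 of 320 squares moved along the diagonal. With the telomeric boundary it was 1.32 (1.27 to 1.37), at percentile 74.9. For the outer boundaries it was 6.03 (5.87 to 6.20). When the squares were centred on the boundaries as drawn in Fig. 1a, the value with the telomeric boundary was 2.76 in *Inv1* and 2.14 in the wild-type, so the order of the genotypes turns at that place. The inversion also changes the distances. Against pairs at the distance in the inverted order, the value was 3.53 (3.41 to 3.66) with the centromeric boundary, at 425 kb, and 1.04 (1.00 to 1.08) with the telomeric boundary, at 125 kb.

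**Figure D2:**
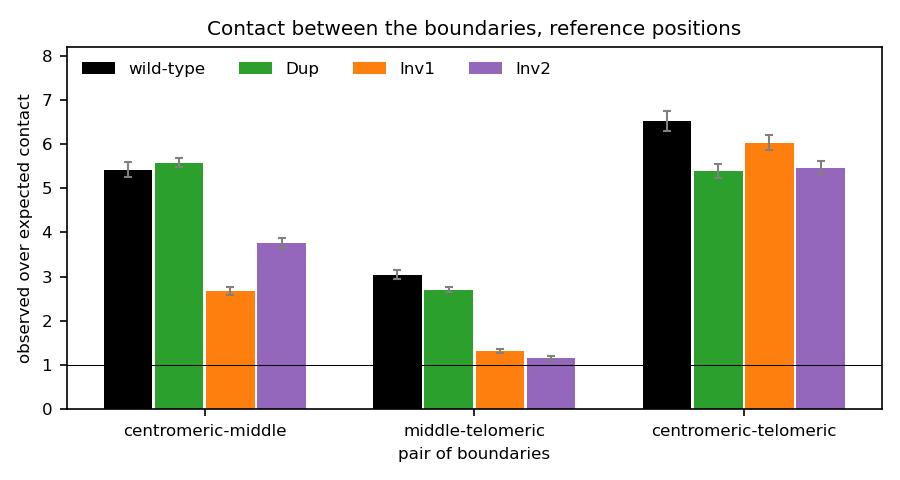
Observed over expected contact of each pair of boundaries at their reference positions, in bars by genotype, with 95% counting intervals; 1 (line) is the mean of pairs at the same distance in the reference order. In Inv1 the middle boundary had lower values with both outer boundaries than in the wild-type, at 2.67 and 1.32, while the outer pair had 6.03.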

Ectopic interactions between the *Fgf8* AER enhancers region and the *Lbx1* TAD were also observed for the *Inv1* mutant (Fig. 2e,f). 

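In homozygous *Inv1* limb buds the *Lbx1* TAD had more contact with the enhancer region, with a higher ratio at *Btrc* than at *Lbx1*. Contact of the TAD with the 125 kb region was 1.75 (95% counting interval 1.73 to 1.76) times the wild-type, from 127359 and 386000 read pairs and above all 165 placements. For the *Btrc* gene body the ratio was 2.00 (1.99 to 2.02), and for the *Btrc* promoter it was 1.37 (1.27 to 1.47), at percentile 99.1. For the *Lbx1* gene it was 1.11 (1.07 to 1.16), within its placements at percentile 81.6. The telomeric breakpoint, at 45734101, lies inside the 125 kb region, so its telomeric end stays beside *Fgf8*. With the AER enhancer interval, 1 of the 2 genes of this TAD was higher, *Btrc* at 1.55, and *Lbx1* had 1.05. The authors' deposited subtraction map has a mean difference of 9.17 between this TAD and the AER enhancer interval, and of 0.951 at the *Lbx1* gene.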

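The map of homozygous *Inv1* limb buds carried the order of the inverted chromosome. Mean scaled contact across the centromeric junction of the inversion was 105 units in *Inv1* and 15.2 in the wild-type, and across the telomeric junction it was 78.2 and 19.6. Contact of the sequences that the breakpoints part was 20.4 against 78.6 and 16.6 against 102. With the bins put in the inverted order, the insulation score near the place of the inverted boundary was −0.44 at 45735000. In the reference order it was −0.07 beside the original place of the boundary, where a 200 kb window gave 0.20 and a 50 kb window −0.99 (wild-type −0.72 with 50 kb). The minimum in the inverted order coincides with the telomeric breakpoint. That of the reference order, at 45610000, lies beside the centromeric breakpoint at 45611050. Neither minimum separates the boundary from a breakpoint.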

In the inversion, the boundary between *Lbx1* and *Fgf8* TADs functioned as an anchor point around which part of the *Fgf8* TAD was moved into the *Lbx1* TAD and vice versa. Since the centromeric breakpoint of the inversion is relatively close to the boundary, the *Lbx1* TAD was enlarged while the *Fgf8* TAD was reduced in size. 

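The centromeric breakpoint lies 18.9 kb from the boundary as drawn in Fig. 1a and the telomeric breakpoint 104 kb from it. In the inverted order the distance from the centromeric to the inverted boundary is 423 kb, against 338 kb in the wild-type. From the inverted to the telomeric boundary it is 105 kb, against 190 kb. These are lengths of sequence, not measurements on the maps.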

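In the *Inv1* order, the middle of the AER enhancer interval lies 355 kb from the *Lbx1* start, little nearer than in the wild-type, but on the other side of the inverted boundary. Distance alone gives a contact ratio of 1.28 between the *Lbx1* TAD and the 125 kb region. The observed contact divided by this expectation was 1.37, above all 165 placements (median 1.01, SD 0.0487). The same quotient was 1.02 for the *Lbx1* gene and 1.22 for the *Btrc* promoter, both within their placements, and 0.853 for the *Poll* and *Dpcd* promoter, which was lower. Mean contact over all pairs of the original *Lbx1* and *Fgf8* TADs was 1.51 times that of other pairs at their reference distances.

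**Figure D3:**
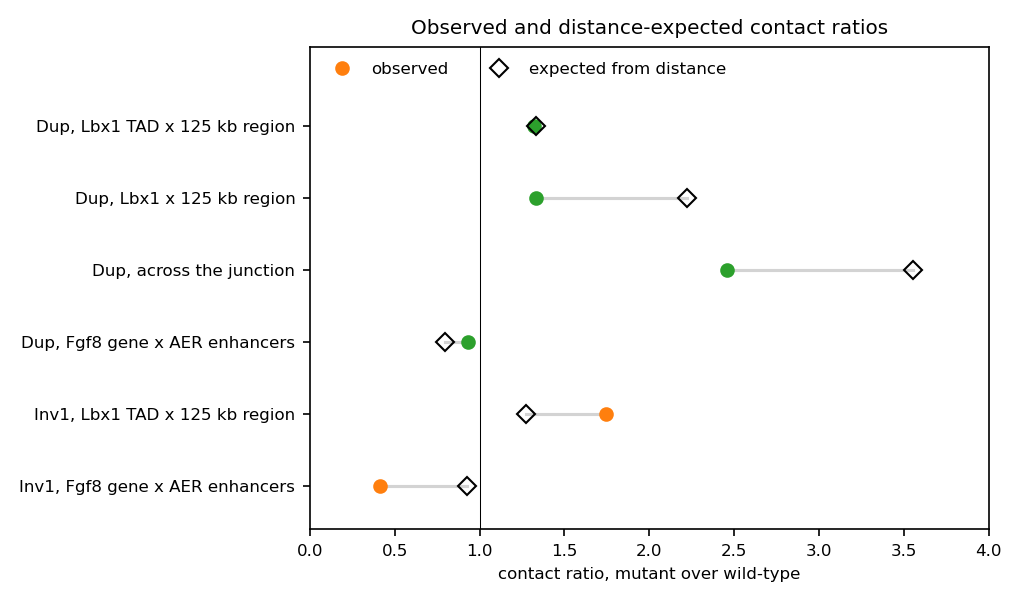
Contact ratios to wild-type (x axis, 1 is no difference) for 6 pairs of regions, with the observed ratio as a filled circle (green, Dup; orange, Inv1) and the ratio expected from linear distance in the rearranged order as an open diamond. In Dup the 2 lie beside each other for the Lbx1 TAD, while the observed ratio is below the expectation for the Lbx1 gene and across the junction and above it for Fgf8; in Inv1 it is above for the Lbx1 TAD and below for Fgf8.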

As a consequence, the *Fgf8* AER enhancers were now relocated in the *Lbx1* TAD resulting in increased contacts (dashed rectangle and black asterisks in Fig. 2e) with the repositioned *Fgf8* AER enhancer region, similar to our finding in the *Dup*. As a consequence of the reconfiguration of the locus, *Fgf8* was now isolated from its AER enhancers and we indeed observed a loss of interactions between these elements and their endogenous gene (dashed rectangle with white asterisk in Fig. 2e). 

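*Fgf8* had less contact with its AER enhancers in homozygous *Inv1* limb buds. Contact of the gene with the AER enhancer interval was 0.412 (95% counting interval 0.397 to 0.428) times the wild-type, below all 289 placements, at 5664 wild-type and 4699 *Inv1* read pairs. Over the wider 125 kb region the ratio was 0.651 (0.638 to 0.665), and 0.373 with the median of the bin pairs in place of the mean. In the single bins that hold the promoters, the ratio was 0.421 for *Fgf8* and 0.766 for *Fbxw4*, both lower. The *Fbxw4* bin, from 45730001 to 45735000, holds the telomeric breakpoint. Most of it moves with the enhancers and the start site does not, so its ratio mixes both sides of the break. *Oga*, on the telomeric side of *Fgf8*, was lower at 0.632, and *Slf2* and *Twnk* on the far centromeric side were within their placements. The distance from the *Fgf8* start to the middle of the enhancer interval is 152 kb in the inverted order, and distance alone gives a ratio of 0.924. From the place of the breakpoints, the paper reasons that the inversion relocated the enhancers in the *Lbx1* TAD and isolated *Fgf8* from them, and gives the increased and the lost contacts as the results.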

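For contact of the *Lbx1* TAD with the enhancers, contact across the *Dup* junction and, in *Inv1*, contact of *Fgf8* with its enhancers, heterozygous limb buds had ratios nearer to 1 than homozygous ones, whereas *Fgf8* in *Dup* and single promoters did not all follow. In heterozygous *Dup*, from 1 biological replicate, contact of the *Lbx1* TAD with the 125 kb enhancer region was 1.25 (95% counting interval 1.24 to 1.26) times the wild-type, and contact across the duplication junction, from the enhancers to the sequence beside the centromeric *Lbx1* boundary, was 1.97 (1.93 to 2.01) times. In heterozygous *Inv1*, from 3 biological replicates, contact of the *Lbx1* TAD with the region was 1.36 (1.35 to 1.37) times the wild-type, and contact of *Fgf8* with the AER enhancer interval was 0.680 (0.655 to 0.705) times. Of these, the first 3 lay above and the last below all of their placements. For the *Btrc* promoter and the 125 kb region the heterozygous ratio was 1.27 (1.16 to 1.39) in *Dup*, not below the homozygous one, and 1.08 (0.993 to 1.17) in *Inv1*, within its placements. For the *Lbx1* gene in *Dup* it was 1.14, also within them. In heterozygous *Dup* the *Fgf8* ratios lay farther from 1 than in the homozygote, at 0.867 against 0.929 with the AER enhancer interval, both within their placements, and at 0.806 against 0.875 with the 125 kb region, both lower. On the log2 scale the first 4 values are 0.797, 0.752, 0.555 and 0.436 of the homozygous values. Equal parts of the homozygous and the wild-type map would give ratios of 1.22, 2.01, 1.38 and 0.703. The maps held 3350758 and 7804215 read pairs. With scaling to the map total only, the share for *Fgf8* and its enhancers was 0.274.

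**Figure D4:**
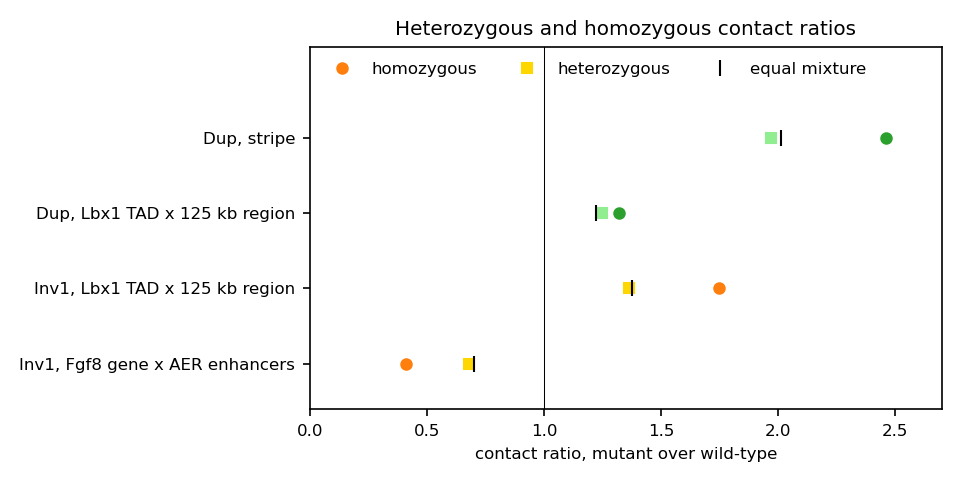
Contact ratios to wild-type (x axis, 1 is no difference) in homozygous (circle) and heterozygous (square) limb buds, with the ratio that equal parts of the homozygous and wild-type maps would give (black tick). The heterozygous ratios lie between 1 and the homozygous ratios for the 4 pairs of regions drawn.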

Since the SHFM3 phenotype in humans manifests already in heterozygosity, we analysed the 3D chromatin configuration in *Dup* and *Inv*1 het embryos and detected the same ectopic interactions as in homozygosity, but with lower frequency (Supplementary Fig. 3b, c).

Given that the overall configuration of the locus with two main TADs is conserved in humans (Fig. 3a), we then investigated whether the observed interaction changes were also present in SHFM3 patients. We performed 4C-seq experiments in human fibroblasts from a patient carrying the SHFM3 duplication (fibroblasts from the inversion case were not available) and exhibiting the classical SHFM phenotype. We detected an increased interaction between the 125 kb region of *FGF8* TAD containing the AER enhancers and both *LBX1* and *BTRC* genes compared to healthy control (Fig. 3b). This effect appeared to be specific as the 4C signal remained unchanged when using the viewpoint of *FGF8* or when focusing on a region outside of the *FGF8* TAD (Fig. 3b and Supplementary Fig. 4a). As we showed that mouse virtual 4C is a good way of similarly quantifying cHi-C data (Fig. 1a), we used it for the *Dup* and the *Inv1* mouse mutants. 

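Virtual 4C takes the contacts of a single viewpoint from a capture Hi-C map. The paper counted them per restriction fragment from the read pairs, smoothed them in windows of 5 kb and scaled each profile to 1000 within the enriched region. Here the profile of a viewpoint was the map row of the 5 kb bin that holds the start of *Lbx1* (45310001 to 45315000), *Btrc* (45435001 to 45440000) or *Fgf8* (45815001 to 45820000), from the KR maps of the wild-type and *Inv1* and the LOIC map of *Dup*. It was scaled in the same way and summed over the region from 45648001 to 45773000. Unlike the contact ratios, these sums keep the copy number of *Dup* and the decay with distance of each map. The maps are normalized per bin, whereas the paper made its profiles from the counted read pairs.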

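In homozygous *Dup* limb buds, *Lbx1* and *Btrc* both had more virtual 4C signal over the 125 kb region with the AER enhancers. From *Lbx1* the region held 98.4 of 1000 units in *Dup* and 68.9 in the wild-type, a ratio of 1.43 (95% counting interval 1.37 to 1.49). From *Btrc* it held 76.7 and 56.3 units, a ratio of 1.36 (1.27 to 1.46). Both ratios lay above all of their 88 and 138 placements, whose medians were 0.943 and 0.931. They rested on 2664 and 936 wild-type read pairs. From *Lbx1* the *Fgf8* gene itself, which lies outside the duplication, had 0.614 times the wild-type signal. After scaling at every distance, contact of the 2 genes was 0.84 (0.773 to 0.914) times the wild-type, within its placements. When profiles were scaled to the map total and not to their own, the ratios were 2.24 and 2.12. From the gains in patient cells and in *Dup*, the paper concludes that the mouse mutant is an applicable model for SHFM3.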

We confirmed that the same ectopic interactions as in the patient data existed in the *Dup* mutants (Fig. 3c, d and Supplementary Fig. 4b), indicating the applicability of our mutant mouse model for SHFM3. 

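In homozygous *Inv1* limb buds the virtual 4C signal over the 125 kb region was 1.23 (95% counting interval 1.17 to 1.29) times the wild-type from *Lbx1* and 1.45 (1.35 to 1.56) times from *Btrc*. The *Btrc* ratio was above all 228 placements, and the *Lbx1* ratio lay at percentile 80.9 of 204, whose median was 1.11. At the *Fgf8* gene, *Lbx1* had 14.0 units against 11.4 in the wild-type, a ratio of 1.23 (1.11 to 1.35), and *Btrc* had 4.96 against 3.45, a ratio of 1.44 (1.1 to 1.89). Both were within their placements, at percentiles 60.4 and 92.0. The *Btrc* value rested on 69 wild-type and 214 *Inv1* read pairs. After scaling at every distance, contact of the *Lbx1* gene with *Fgf8* was 1.02 (0.938 to 1.1) times the wild-type and that of the *Btrc* promoter 1.26 (0.963 to 1.66) times, both within their placements. For the *Btrc* promoter in *Dup* it was 1.3 (0.981 to 1.71) times, also within them but at percentile 97.4. Divided by the ratio expected from distance in the rearranged order, this *Btrc* contact was 1.47 in *Dup*, at percentile 98.3 and so higher. In *Inv1* the same quotient was 1.26, within its placements. The *Dup* value rested on 69 wild-type and 177 *Dup* read pairs.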

While a similar interaction between *Lbx1/Btrc* and the 125 kb AER enhancers region was present in the *Inv1* mutant, we also observed ectopic interactions between *Lbx1/Btrc* and the *Fgf8* gene that were specific to this mutant (Fig. 3c, d and Supplementary Fig. 4b). 

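The *Fgf8* promoter had less virtual 4C signal over the 125 kb region in homozygous *Inv1* limb buds, 147 of 1000 units against 226 in the wild-type. This is a ratio of 0.651 (95% counting interval 0.631 to 0.671), below all 287 placements. Over the AER enhancer interval alone the ratio was 0.414, and with the median of the bins it was 0.392. In *Dup*, where *Fgf8* keeps its enhancers, the ratio was 1.14 (1.1 to 1.17) on the LOIC map and 0.934 with copy number removed.

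**Figure D5:**
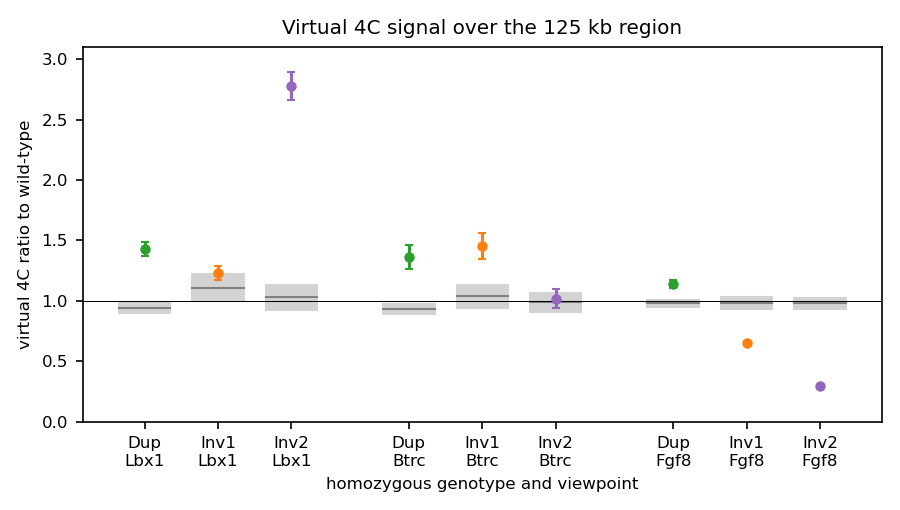
Virtual 4C ratio to wild-type over the 125 kb region (y axis) by homozygous genotype and viewpoint, as points with 95% counting intervals, beside the median (line) and 1 SD on either side (grey) of matched placements. From Fgf8 the ratio was 0.651 in Inv1 and 0.295 in Inv2, below the grey bands, and from Lbx1 it was 2.78 in Inv2, above its band.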

We also detected a decreased interaction between *Fgf8* promoter and its enhancer region, again suggesting *Fgf8* expression might be affected in the *Inv1* mutant (Fig. 3c, d).

**Fig. 3:**
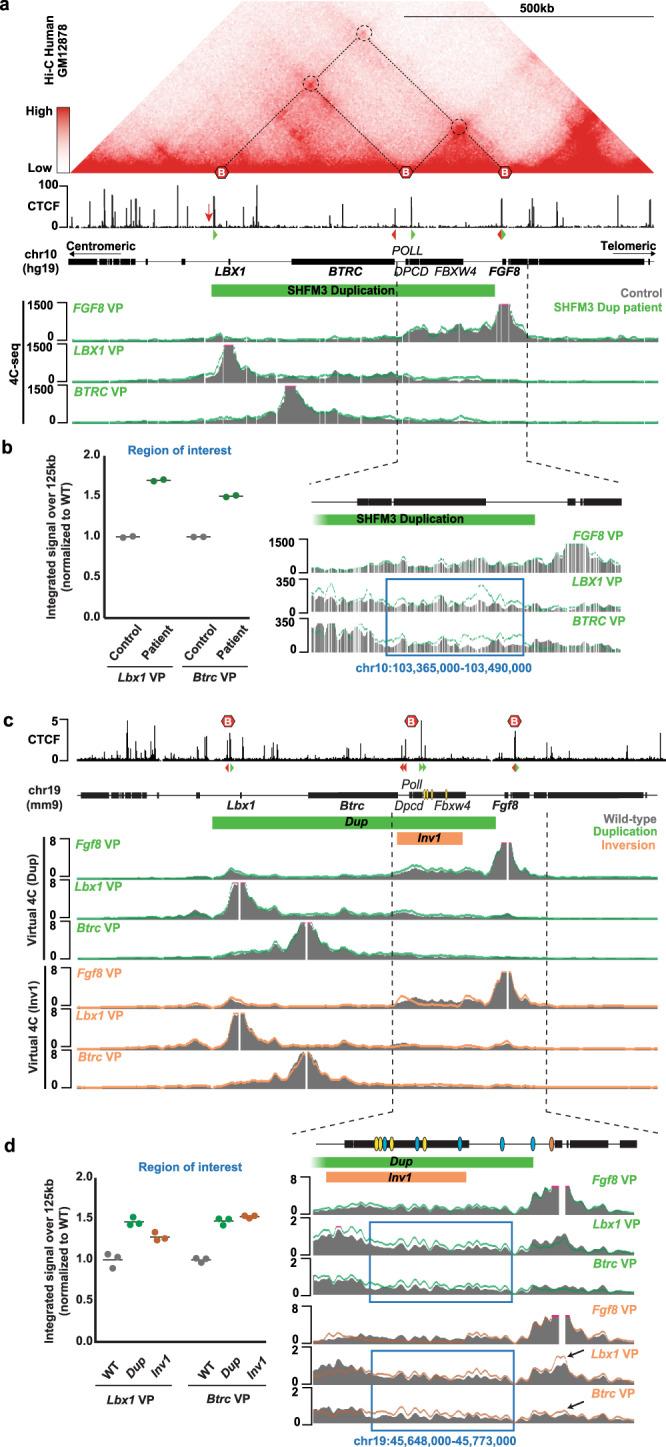
4C-seq in SHFM3 patient fibroblasts reveals ectopic interactions involving *LBX1* and *BTRC*, further supported by virtual 4C in mouse. **a** Hi-C at the *LBX1*/*FGF8* locus (hg19; chr10:102,668,128-103,840,922) derived from GM12878 cell^50^. TADs structures are similar between human and mouse. CTCF ChIP-seq from GM12878 cells^62,63^, orientation of CTCF binding sites and schematic of the human *LBX1/FGF8* locus are shown below. Red arrow indicates a CTCF binding site in antisense orientation at the *LBX1* centromeric TAD boundary present in mouse but not in human. Below is the normalized 4C-seq of human fibroblasts healthy control (grey) versus a SHFM3 patient carrying the duplication (green line) with viewpoints (VP) on *FGF8*, *LBX1* and *BTRC* promoters. Data are shown as merged signal of *n* = 2 replicates. **b** (Left panel) 4C-seq integrated signal over a 125 kb region comprising the *FGF8* regulatory elements that are duplicated. (Right panel) A zoom-in view from the 4C-seq showing the region used for the integrated signal (blue rectangle). We observed an increase of contacts between both *LBX1* and *BTRC* promoters and the *FGF8* regulatory elements which is not present in control regions (Supplementary Fig. 4). **c** Similar representation as in (**a**) showing the mouse CTCF and virtual 4C (generated from E11.5 limbs cHi-C maps from Fig. 2) tracks. Wild-type (WT) signal is shown in grey and *Dup* and *Inv1* with a green and orange line, respectively. Data are shown as merged signal of *n* = 3 replicates. **d** (Left panel) Virtual-4C integrated signal over the 125 kb region comprising *Fgf8* regulatory elements that are affected by the duplication and the inversion. (Right panel) A zoom-in view from the virtual-4C showing the 125 kb used for the integrated signal (blue rectangles). Black arrow highlights a gain of contact observed only for *Lbx1* view point with the *Fgf8* gene, outside of the region of interest. Gain of interactions is observed between both *Lbx1* and *Btrc* promoters and the *Fgf8* regulatory elements which is not present in control regions (Supplementary Fig. 4).

### *Dup* and *Inv1* lead to *Lbx1* and *Btrc* misexpression in the AER

The 3D conformation data were not sufficient to explain the discrepancy of morphological phenotype between the *Inv1* and *Dup* mutants. To investigate the effect of the observed chromatin rearrangements on gene expression and possibly link it to the observed phenotype, we performed detailed expression analysis (RNA-seq, single-cell RNA-seq and whole mount in situ hybridisation (WISH)) at developmental stage E11.5. In the *Dup* hom mutant, all genes within the duplication (*Lbx1*, *Btrc*, *Poll*, *Dpcd* and *Fbxw4*) were significantly upregulated in the developing limb buds, corresponding to the copy number increase (Fig. 4a and Supplementary Data 1). In the *Inv1* hom mutant, *Fbxw4* and *Fgf8* were downregulated, reflecting the disruption of the *Fbxw4* and the repositioning of the *Fgf8* AER enhancers to the neighboring *Lbx1* TAD (Fig. 4a and Supplementary Data 1). Strikingly, *Lbx1* and *Btrc* exhibited increased expression levels in the *Inv1* mutant, indicating that the observed chromatin rearrangement had an effect on gene expression. Genes outside of the *Fgf8* and *Lbx1* TADs (*Sif2*, *Twnk* and *Oga*) remained unchanged in both *Dup* and *Inv1* mutants (Fig. 4a).

**Fig. 4:**
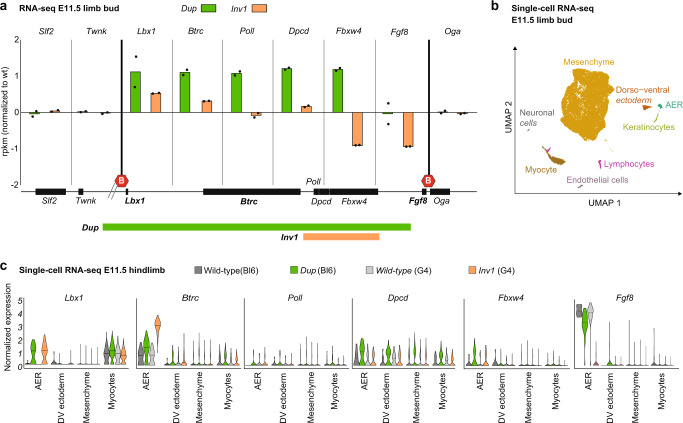
*Dup* and *Inv1* chromatin rearrangements have an impact on gene expression. **a** Bar plot representing the rpkm value normalized to wild-type for genes in the *Lbx1* and *Fgf8* TADs and flanking genes (*Slf2* and *Twnk* (centromeric), *Oga* (telomeric)) from RNA-seq data of homozygous *Dup* and *Inv1* E11.5 limb buds. *n* = 2 biological replicates per condition. Schematic of the locus shows the position of the genes, the TAD boundaries (red hexagons) and the parts included in the Dup and the Inv1 mutants. Wild-type *Dup* and *Inv1* samples are shown in black, green and orange, respectively. **b** Uniform manifold approximation and projection (UMAP) showing 8 cell clusters identified via scRNA-seq of E11.5 mouse limbs from wild-type, *Dup* and *Inv1* mutants (*n* = 1). **c** Violin plot representing the normalized expression of the 6 genes at the locus in AER, dorso-ventral (DV) ectoderm, mesenchyme and myocytes from E11.5 hindlimbs. The *Dup* mutant (green) was generated in a C57Bl6 background and thus compared to a C57Bl6 wild-type sample (dark grey) whereas the *Inv1* mutant (orange) was generated in a G4 (129sv x C57Bl6) and compared to a G4 wild-type sample (light grey).

To investigate whether these changes of gene expression were specific to certain regions of the limb bud, we performed single-cell RNA-seq (scRNA-seq) from E11.5 wild-type, *Dup* hom and *Inv1* hom limb buds. Individual clusters corresponding to the major cell types in the developing limb were identified including mesenchyme, dorso-ventral ectoderm, AER and muscle as well as satellite cell types such as neurons, lymphocytes, keratinocytes and endothelial cells (Fig. 4b and Supplementary Fig. 5a–c). In wild-type limbs, *Fgf8* expression was only present in the AER and *Lbx1* was expressed only in muscle cells whereas *Btrc* was expressed at a low level in all limb cells with higher expression in the AER (Fig. 4c). The three other genes of the locus were expressed in all major cell types of the developing limb at a rather low level (Fig. 4c). The single-cell data were in agreement with the bulk RNA-seq such that the five genes included in the duplication (*Lbx1, Btrc, Poll, Dpcd and Fbxw4*), but not *Fgf8*, displayed increased expression in the *Dup* mutant compared to wild-type (Fig. 4c). The loss of *Fgf8* expression in the *Inv1* mutant was also confirmed. Interestingly, in the AER, both *Lbx1* and *Btrc* showed a stronger increase of expression in the *Dup* mutant compared to wild-type than what we would expect with the increased copy number, indicating misexpression in the AER. In the *Inv1* mutant, where no copy number changes occurred, we observed the misexpression to be even stronger (Fig. 4c and Supplementary Fig. 5d), particularly for *Btrc*. These results suggested that both *Lbx1* and *Btrc* were activated by the *Fgf8* AER enhancers now able to contact the two genes’ promoters (Fig. 3d). Thus, the scRNA-seq data confirmed the bulk RNA-seq data and showed, in addition, that *Lbx1* and *Btrc* were misexpressed in the AER with a stronger effect in the *Inv1*.

Next, we performed WISH to confirm and further investigate potentially altered expression patterns. We confirmed that *Lbx1*, normally expressed in migrating muscle cells (black arrowheads for *Lbx1* in Fig. 5a), and *Btrc* were ectopically expressed in the AER, in both homozygous (Fig. 5a) and heterozygous (Supplementary Fig. 6a) *Dup* and *Inv1* E11.5 embryos. As observed in the scRNA-seq data, an even more pronounced misexpression of both genes was also observed in the *Inv1* hom mutants (Fig. 5a). In the *Dup* mutant, *Fgf8* expression was unchanged compared to wild-type. In contrast, in the *Inv1* mutant we confirmed a complete loss of *Fgf8* expression in homozygosity (Fig. 5a) and a partial loss in heterozygosity (Supplementary Fig. 6a), likely due to the loss of the endogenous interactions of *Fgf8* with its enhancers. Finally, we did not detect any misexpression in the AER for *Poll*, *Dpcd* and *Fbxw4*, neither in *Dup*, nor in the *Inv1* mutants (Supplementary Fig. 6b).

**Fig. 5:**
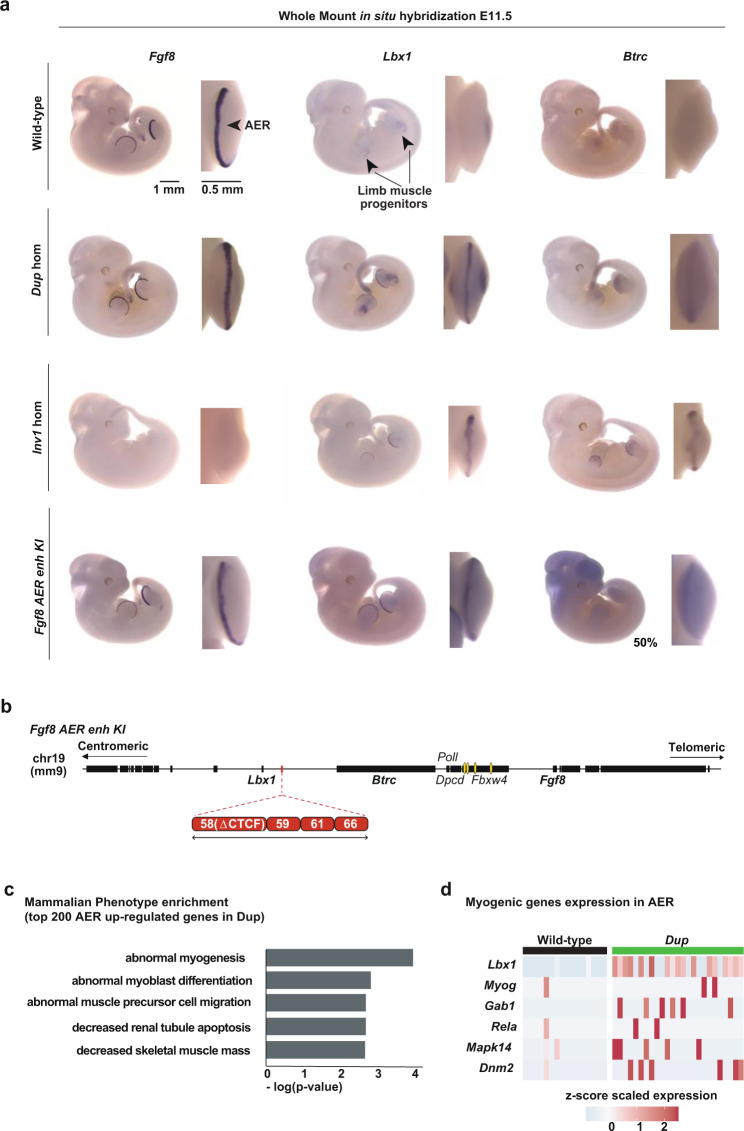
Ectopic interactions result in *Lbx1* and *Btrc* misexpression in the AER. **a** Whole-mount in situ hybridization for *Fgf8*, *Lbx1* and *Btrc* at E11.5. Expression was checked and confirmed in at least 3 or more homozygous embryos (at least *n* = 3 biological replicates). **b** Schematic of the *Lbx1*/*Fgf8* locus for CRISPR/Cas9 *Fgf8 AER enhancer KI* allele. Yellow ovals highlight *Fgf8* AER enhancers. **c** GO analysis for the MGI Mammalian phenotype enrichment terms^59^ using the top 200 genes that are up-regulated genes in the *Dup* mutant compared to wild-type in the AER cells from the scRNA-seq data. The 5 most significant enriched terms are represented on a -log10 (*p*-value) scale. *P*-value was computed using a Fisher exact test. **d** Heatmap showing the expression of 6 genes (*Lbx1, Myog, Gab1, Rela, Mapk14* and *Dnm2*) associated with the myogenic enriched terms in (**c**) in the AER cells. Each column represents one AER cell and the z-score scaled expression is indicated for each gene, showing a global increased expression in the *Dup* mutant’s AER cells.

Our findings suggest that the four previously described *Fgf8* AER enhancers are the main regulators of *Fgf8* expression in this tissue^28,29^. To confirm that, we used CRISPR/Cas9 technology to delete those four enhancers (CE58, CE59, CE61 and CE66) in a wild-type background (Δ*Fgf8*-AER-enh, Supplementary Fig. 7a) and compared the outcome to what we observed in the *Inv1* E11.5 embryos. *Fgf8* expression appeared to be strongly affected in both mutants (Supplementary Fig. 7b–c), resulting in a similar reduction of limb bud size (Supplementary Fig. 7c). *Lbx1* and *Btrc* expression was not affected in the Δ*Fgf8*-AER-enh mutant.

Knowing that these enhancers control the majority of *Fgf8* expression in the AER, we tested whether the repositioning of the AER enhancers was sufficient to induce ectopic expression of *Btrc* and *Lbx1* in the AER. We used CRISPR/Cas9 technology to insert the four *Fgf8* AER enhancers in the *Lbx1* TAD in a wild-type background (*Fgf8 AER enh KI*, Fig. 5b). Given the presence of a CTCF binding site within enhancer CE58 and our aim to not create any new boundary upon knock-in we removed the CTCF recognition motif from enhancer CE58. WISH of *Fgf8 AER-enhancer KI* E11.5 mutant embryos showed misexpression of *Lbx1* and *Btrc* in the AER (Fig. 5a), supporting the ability of the *Fgf8* enhancers to activate other genes. Of note, we observed that *Lbx1* was ectopically expressed in the AER of all analysed embryos, while *Btrc* was present in the AER of 50% of the examined embryos and displayed a much lower signal. Importantly, this result further confirmed that the observed ectopic expression of *Lbx1* and *Btrc* in the AER in the *Dup* and *Inv1* mutants was due to activation by *Fgf8* enhancers.

### *Lbx1* AER misexpression is associated with myogenic signature

We and others have previously shown that ectopic gene expression during organ formation can lead to developmental malformation^3,4,31–33^. However, the molecular consequences of the observed misexpression are still unknown. In both mutants, *Lbx1* is part of the top 3 up-regulated genes in the AER (Supplementary Data 2). We reasoned that *Lbx1* could activate its gene regulatory network in the AER and to investigate this we performed a Gene Ontology (GO) search using the 200 genes most differentially up-regulated in the AER cells in *Dup* and *Inv1* compared to wild-type (C57Bl6 and G4, respectively) hindlimb (Supplementary Data 2). Strikingly, using the MGI mammalian phenotype terms, 4 out of the 5 and 3 out of the 10 most enriched terms in the *Dup* and *Inv1* comparison respectively, were related to myogenic phenotypes (Fig. 5c and Supplementary Fig. 6c). Genes associated with these terms included *Lbx1*, *Myog, Gab1, Rela, Mapk14* and *Dnm2* which were all expressed at a higher level in more cells in the AER of the *Dup* mutant compared to wild-type (Fig. 5d). Additionally, expression of one of the genes, *Myog*, was also significantly increased in the bulk RNA-seq differential analysis data from limb buds from the *Inv1* mutant (Supplementary Data 1). Of note, *Lbx1* expression was detectable in almost all AER cells while none of the wild-type AER cells expressed *Lbx1*, corroborating our previous observations. Overall, it suggested that gene misexpression could trigger a specific pathway. Regarding the effect of *Btrc* misexpression, despite this gene being strongly misexpressed in the AER in *Inv1* mutant, the downstream effect of an E3 ubiquitin ligase would be expected to be seen at the protein level and unlikely at the mRNA level^34^.

### SHFM-like phenotype requires *Lbx1* and *Btrc* AER misexpression

To further investigate the contribution of *Lbx1* and *Btrc* to SHFM, we engineered two more CRISPR/Cas9 alleles to promote *Lbx1* or *Btrc* misexpression alone in the AER and compared it to *Dup* and *Inv1* where genes were simultaneously misexpressed. 

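*Inv2* was made with the centromeric guide CTGACATTTAGCTGTGATCG, from 45332272 to 45332291 on chromosome 19 (mm9) between *Lbx1* and *Btrc*, and with the telomeric guide of *Dup*. It inverts 460.4 kb, so *Btrc* moves with the enhancers and the boundary while *Lbx1* and *Fgf8* stay in place. The homozygous map merged 3 biological replicates and 1 technical replicate of E11.5 limb buds, was KR normalized by the authors and held 12790852 read pairs (median 41 per bin pair). Mean scaled contact across the new junctions was 112 and 123 units in *Inv2* and 12.3 and 13.5 in the wild-type. In the inverted order the middle of the AER enhancer interval lies 135 kb from the *Lbx1* start and 372 kb from the *Fgf8* start.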

First, we generated a second, slightly larger inversion (*Inv2*) including the *Fgf8* AER enhancers and *Btrc* (Fig. 6a). This mutant showed ectopic interactions between the *Fgf8* AER enhancers and *Lbx1* only, as observed in cHi-C and particularly in the subtraction cHi-C map (Fig. 6b) but in general with much lower intensity compared to *Inv1* mutant. 

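In homozygous *Inv2* limb buds, *Lbx1* had more contact with the enhancer region and the *Btrc* promoter did not differ from its placements. For the *Lbx1* gene, contact with the 125 kb region was 2.43 (95% counting interval 2.35 to 2.52) times the wild-type, above all 103 placements, and distance in the inverted order gives 3.96. For the *Btrc* promoter, which keeps its distance from the enhancers inside the inversion, it was 1.01 (0.932 to 1.09), at percentile 55.5. The *Btrc* gene body had 1.11 (1.1 to 1.12) times the wild-type contact, above its placements. Over the whole *Lbx1* TAD the ratio was 1.31 (1.3 to 1.32). In virtual 4C the signal over the region was 2.78 (2.66 to 2.89) times the wild-type from *Lbx1* and 1.02 (0.939 to 1.1) times from *Btrc*. The authors' deposited subtraction map has a mean difference of 3.53 between the *Lbx1* TAD and the AER enhancer interval, and of 14.6 at the *Lbx1* gene. From this map the paper states that *Inv2* brings the enhancers into contact with *Lbx1* only.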

Misexpression of only *Lbx1* but not *Btrc* was indeed detected in the AER (Fig. 6D). We also noticed that the embryos exhibited underdeveloped head structure, most likely as a consequence of the midbrain-hindbrain boundary *Fgf8* enhancers^28,29^ (CE64 and CE79, see Fig. 1a) being repositioned outside of the *Fgf8* TAD in *Inv2*. To investigate the effect of an ectopic expression of *Btrc* alone, we re-targeted the *Inv1* allele and deleted *Lbx1* (*Inv1 ∆Lbx1*) (Fig. 6a). As expected, no misexpression for *Lbx1* was detected in the AER and in the limb in general, while *Btrc* was transcriptionally active (Fig. 6d). In addition, we observed a weak expression of *Fgf8* rescued in the AER, underlining the ability of the *Fgf8* AER enhancers to re-contact their endogenous target gene in the absence of *Lbx1* and, similar to the situation in the *Dup* mutant. Skeletal analysis of *Inv2* and *Inv1 ∆Lbx1* homozygous mutants (Fig. 6e) revealed underdeveloped limbs due to a complete (*Inv2*) or strong (*Inv1 ∆Lbx1*) loss of *Fgf8* expression (Fig. 6d), but none of them (*n* = 10 for *Inv2* and *n* = 7 for *Inv1 ∆Lbx1*) showed the level of SHFM phenotype observed in *Inv1* (Fig. 1d), supporting the notion that misexpression of both *Lbx1* and *Btrc* is required to develop the SHFM-like phenotype. Furthermore, the comparison of *Inv1*, *Inv2* and *Inv1 ∆Lbx1* indicated that the level of *Fgf8* expression might have a role in triggering the SHFM-like phenotype in combination with *Lbx1* and *Btrc* misexpression. The *Inv2* phenotype, where *Fgf8* expression was completely lost, seemed indeed more severe than *Inv1 ∆Lbx1*, where *Fgf8* was only partially lost (Fig. 6e and Fig. 7).

**Fig. 6:**
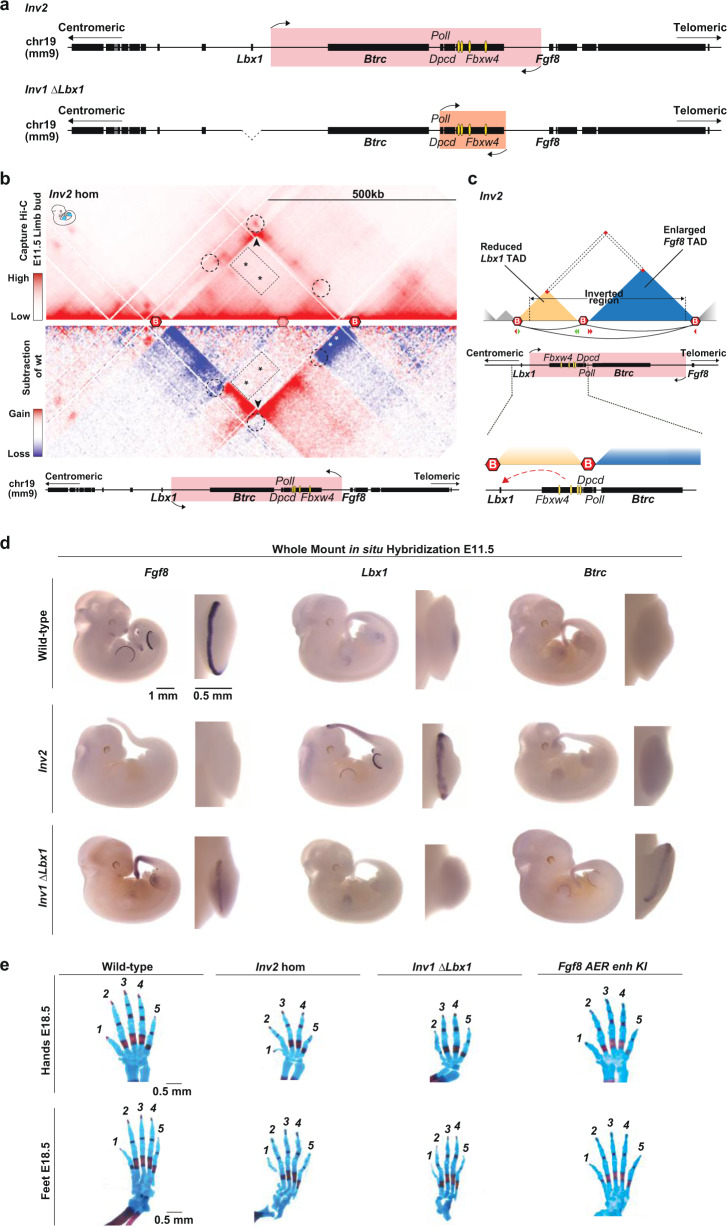
Misexpression of both *Lbx1* and *Btrc* is required to develop a SHFM phenotype. **a** Schematics of the *Lbx1*/*Fgf8* locus for CRISPR/Cas9 *Inv2* and *Inv1 ∆Lbx1* alleles. Yellow ovals highlight *Fgf8* AER enhancers. **b** cHi-C (data are shown as merged signal of *n* = 3 biological and 1 technical replicates) of homozygous *Inv2* from E11.5 mouse limb buds. The subtraction map between wild-type and *Inv2* interactions is shown in mirror view. Dashed circles indicate the position of the original wild-type interactions between boundaries, two of them lost upon reshuffling of the boundary between *Lbx1* and *Fgf8* TADs as a consequence of this inversion. The boundary involved in the inversion is shown as blurry. Black arrowhead highlights the bow tie configuration representative of the inverted regions. The rectangular dashed area highlighted by black asterisks show ectopic interactions compared to wild-type between the *Fgf8* AER enhancers region and the one containing now only *Lbx1* and not anymore *Btrc*. White asterisks point out the loss of interactions between *Fgf8* and its AER enhancers. **c** Schematic of *Inv2* configuration. Upon this inversion, the *Fgf8* AER enhancers are repositioned within a smaller *Lbx1* TAD, whereas the *Fgf8* TAD is increased in size due to the inversion of the boundary and contains now *Btrc*, isolated from the *Fgf8* AER enhancers. Below is a zoom-in of the locus highlighting the potential ectopic interactions (red dashed arrow) involving the *Fgf8* AER enhancers now repositioned within the *Lbx1* TAD. **d** Whole-mount in situ hybridization for *Fgf8*, *Lbx1* and *Btrc* at E11.5. Expression was checked and confirmed in at least 3 or more homozygous embryos (at least *n* = 3 biological replicates). **e** Skeletal analysis of E18.5 limbs stained with alcian blue (cartilage) and alizarin red (bone). Hands and feet from wild-type, *Inv2, Inv1 ∆Lbx1* and *Fgf8 AER enhancer KI* E18.5 embryos. At least *n* = 3 biological replicates.

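In homozygous *Inv2*, the contact of the inverted boundary with the centromeric boundary, at their reference positions, was 3.77 (95% counting interval 3.66 to 3.88) times that of other pairs at the reference distance. With the telomeric boundary it was 1.16 (1.12 to 1.21), and 2.04 with the squares centred on the boundaries as drawn in Fig. 1a. Against pairs at the distances of the inverted order, 205 and 345 kb, the values were 2.69 (2.62 to 2.77) and 2.06 (1.98 to 2.14). The outer boundaries had 5.47 (5.33 to 5.62).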

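Contact of *Fgf8* with the AER enhancer interval in homozygous *Inv2* was 0.334 (95% counting interval 0.320 to 0.348) times the wild-type, below all 221 placements, at 3573 *Inv2* read pairs. Over the 125 kb region it was 0.290 (0.282 to 0.298) times. Distance in the inverted order gives 0.376 for the enhancer interval and 0.251 for the 125 kb region. Observed over expected contact was 0.887 for the first, lower than the central 95% of its placements, and 1.15 for the second, above all 217 placements. *Fbxw4*, which the inversion moves together with the enhancers in its introns, had a promoter ratio of 0.975, within its placements. *Oga* was lower, at 0.587. The authors' deposited subtraction map has a mean difference of −28.6 for *Fgf8* and the enhancer interval.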

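In the *Inv2* order, 203 kb lie between the centromeric and the inverted boundary and 325 kb between the inverted and the telomeric boundary. Over the AER enhancer interval alone, the *Btrc* promoter in homozygous *Inv2* had 1.06 times the wild-type contact, within its placements, and the *Lbx1* promoter had 2.07 times, above its placements.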

**Fig. 7:**
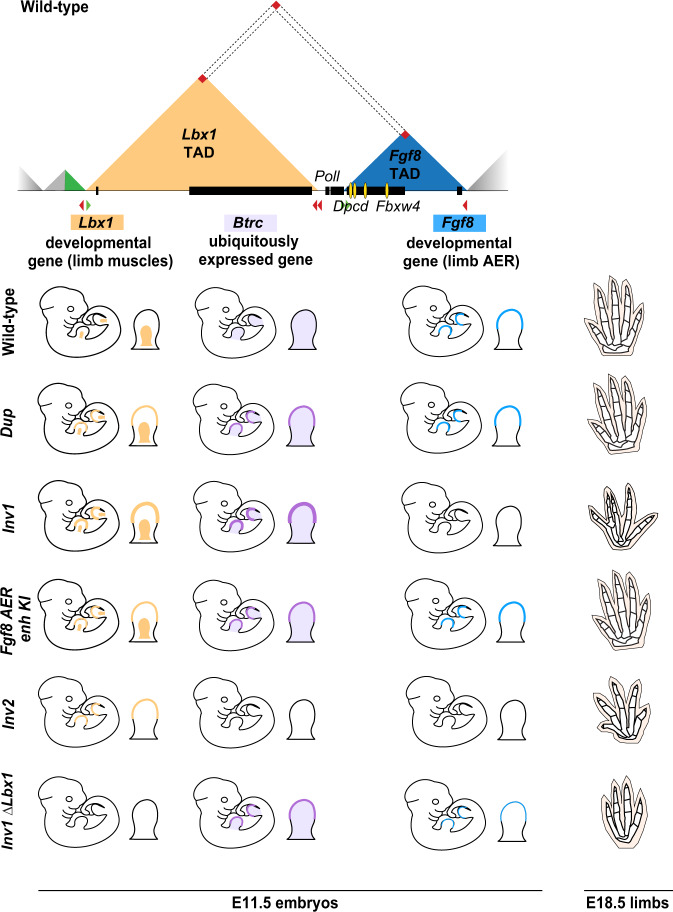
Combinatorial effects on gene expression at the *Lbx1*/*Fgf8* locus leads to SHFM3 digit fusion phenotype. Schematic overview of the *Lbx1-Fgf8* TADs (top) and *Lbx1*, *Btrc* and *Fgf8* expression in the developing limb at E11.5 and skeletal phenotype at E18.5 among the different structural rearrangements (bottom). Yellow and violet patterns represent endogenous expression in the limb bud and misexpression in the AER of *Lbx1* and *Btrc*, respectively. Turquoise pattern highlights *Fgf8* expression in the AER. Ectopic expression of both *Lbx1* and *Btrc* in the AER is observed for the *Dup*, *Inv1* and *Fgf8* AER enhancer KI (*Fgf8 AER enh KI*) mutant embryos at E11.5. However, only the *Inv1* mutants, for which the level of *Lbx1* and *Btrc* expression in the AER is higher and *Fgf8* expression is missing, show a digit fusion phenotype at E18.5, reminiscent of human SHFM. Ectopic expression of either *Lbx1* alone (*Inv2* mutant) or *Btrc* alone (*Inv1 ΔLbx1* mutant) together with complete (*Inv2*) or partial (*Inv1 ΔLbx1*) loss of *Fgf8* AER expression is not enough to lead to the digit fusion SHFM-like phenotype but only results in an *Fgf8*-KO limb phenotype.

Finally, the level of *Lbx1* and/or *Btrc* misexpression is likely to also play a role in the manifestation of the limb phenotype. Indeed, in the *Dup* and *Fgf8 AER-enhancer KI* mutants, the level of *Btrc* misexpression was lower than in the *Inv1* mutant (Fig. 5a) and no phenotype was detected (Fig. 1d and Fig. 6e) despite misexpression of both *Lbx1* and *Btrc* genes in the AER.

## Discussion

Split-hand/foot malformation (SHFM) is a congenital limb malformation affecting the central rays of the hands and/or feet (OMIM #183600, #313350, #600095, #605289, and #606708). The condition is a classic example of allelic heterogeneity, phenotypic variability, and pleiotropy^35^.

Here, we focused on SHFM type 3 which has been associated with rearrangement at the *FGF8*/*LBX1* locus. cHi-C of the *Lbx1*/*Fgf8* locus in mouse limb bud showed that the region consists of two major TADs, each harbouring an important developmental gene with strikingly different expression patterns (Fig. 7). The *Fgf8* TAD contains a number of well-characterized enhancers that regulate *Fgf8* specific expression in the AER and in other tissues^28^. The neighbouring TAD contains *Lbx1*, a muscle-specific transcription factor expressed only in migrating muscle cells and *Btrc*, a ubiquitin ligase expressed at a low level in most limb cells and more stringently in the AER (Fig. 4c). The two regulatory TADs are separated by a boundary with divergent CTCF sites. A combination of cHi-C and 4C analysis demonstrated that the two domains are connected via a larger loop between the centromeric *Lbx1* TAD boundary and the telomeric *Fgf8* TAD boundary, resulting in a certain degree of contact of one domain with the other across the boundary (Fig. 1a). By re-engineering a human SHFM3-associated duplication in mice we observed ectopic interactions between the *Fgf8* AER enhancers and two other genes in the locus, *Lbx1* and *Btrc*. The same ectopic interactions were present in fibroblasts from a SHFM3 affected individual with duplication. In mice, this resulted in misexpression of *Lbx1* and *Btrc* in the AER in a typical *Fgf8* pattern. In contrast, *Fgf8* expression remained unchanged. Indeed, *Fgf8* was not included in the duplication and a fully intact *Fgf8* regulatory landscape remained, ensuring normal expression. The duplication resulted in the formation of a neo-TAD^4^ which consisted of the *Fbwx4* gene and the *Fgf8* AER enhancers but no other genes. Our results suggest that the neo-TAD by itself does not have any consequences, as no ectopic interactions between *Fbxw4* and the *Fgf8* AER enhancers and/or misexpression of *Fbxw4* in the AER were detected (Fig. 2 and Supplementary Fig. 6b).

In a screen for structural variations in a cohort of patients with limb malformations, we also identified an inversion at the SHFM3 locus. Re-engineering of the human inversion in mice (*Inv1*) showed that the inversion resulted in a shift of regulatory elements from the *Fgf8* TAD into the *Lbx1* TAD^5^ thereby giving rise to the equivalent regulatory effect as the *Dup*. Interestingly, as for the duplication, the inversion involved the four essential *Fgf8* AER enhancers (CE58, CE59, CE61, CE66) that are located in the introns of the *Fbxw4* gene (Fig. 1a, b). Previous experiments demonstrated that a loss of *Fgf8* expression in the AER upon deletion resulted in similar defects as conditional ablation of *Fgf8* in the limb^27,28^. In *Inv1* we also observed a loss of *Fgf8* expression and the corresponding *Fgf8* loss of function phenotype. Thus, a repositioning of the boundary by the inversion was sufficient to disconnect *Fgf8* from its enhancers resulting in a loss of *Fgf8* expression similar to the 4 AER enhancers deletion (Supplementary Fig. 7). The effect of *Inv1* was thus similar to the reported inversion at the *Sox9/Kcnj2* locus which resulted in a loss of *Sox9* expression due to a swap of *Sox9* regulatory elements from the *Sox9* TAD to the *Kcnj2* TAD^36^.

In both SHFM-associated rearrangements, only *Lbx1* and *Btrc* were misexpressed in the AER. *Poll*, *Dpcd* and *Fbxw4* showed very low levels of expression in these cells. This strongly suggests that these genes were not involved in the pathogenesis of SHFM3. Our conclusion that *Lbx1* and *Btrc* were ectopically activated by the *Fgf8* AER enhancers was further supported by the insertion of the AER enhancers in the *Lbx1* TAD (*Fgf8 AER enh KI)*. As in the duplication and in the inversion, the *Fgf8* AER enhancers were able to activate both *Btrc* and *Lbx1*, with the latter being more affected. In *Inv1* the interactions were possible through the repositioning of the *Fgf8* AER enhancers within the *Lbx1* TAD similar to the *Fgf8 AER enh KI* mutant. In the *Dup*, the situation is more complex. Here, the duplicated *Fgf8* AER enhancers are located within the neo-TAD but without their natural target promoter (*Fgf8*). This situation likely results in increased contacts across the leaky *Lbx1*/*Fgf8* boundary on the centromeric side as well as the newly positioned boundary telomeric of the neo-TAD, as indicated by the dashed line in Fig. 2d.

Thus, the common mechanism between the two SVs seems to be the ectopic expression of *Btrc* and *Lbx1* in the AER driven by *Fgf8* AER enhancers. To quantify the expression levels specifically in the AER, we performed single-cell RNA-sequencing of E11.5 limb buds. While the misexpression of *Lbx1* was similar in both mutants, we detected a higher AER misexpression of *Btrc* in the *Inv1* mutant compared to the *Dup* (Fig. 4c). Interestingly, two studies have reported SHFM3 malformation in patients with smaller duplication containing only BTRC alone^37^ or BTRC and POLL^38^, suggesting that abnormal expression of *Btrc* could be the main factor for the pathology of the human SHFM3 phenotype. Our data suggest that in mice, a high level of mis-expression of both *Btrc* and *Lbx1* is required to generate the phenotype (Fig. 6). Finally, we cannot rule out the impact of genetic modifiers in different genetic backgrounds which might influence the manifestation of the phenotype, as observed in various congenital malformations such as for the role of TBX6 in scoliosis^39^.

However, the precise pathomechanism through which *Btrc* and *Lbx1* cause the phenotype is still unclear. The Dactylaplasia (*Dac*) mouse mutant displays a similar phenotype to the one observed in some SHFM3 patients and the two corresponding alleles (*Dac1j* and *Dac2j*) map to the region with the duplications and inversion in SHFM3^40^. Based on these similarities, the mutant has long been thought as a model for human SHFM3, but *Dac1j* and *Dac2j* were shown to be associated with insertions of a MusD retrotransposon upstream of the *Fbxw4* gene and within intron 5 of *Fbxw4*, respectively^40^. The absence of any structural variations in these mutants and the differences between the nature of the human and mouse genomic abnormalities argue against a common pathogenesis. However, both the mouse and the human mutations involve the regulatory elements located within and around the *Fbxw4* gene possibly providing a common pathogenetic mechanism.

Similar to the reported misexpression of *Pax3* in an *Epha4*-like pattern in the limb in brachydactyly^3^, misexpression of the muscle-specific transcription factor *Lbx1* and the ubiquitin ligase *Btrc* in the AER are likely to have effects on gene expression and thus the functionality of the AER. This interpretation is supported by our finding that *Lbx1* misexpression is associated with the activation of muscle genes in the AER cells (Fig. 5c). This effect seems to be stronger in the *Dup*, but given the low number of AER cells available for the differential expression analysis, we need to take this aspect with caution and consider the fact that other changes in gene expression could be stronger in *Inv1* due to the lack of *Fgf8* expression in this mutant. *Btrc* is part of a E3 ubiquitin-protein ligase complex which mediates the ubiquitination and subsequent proteasomal degradation of target proteins thereby participating in Wnt and BMP signalling^41^, both important signalling components of the AER. The ectopic expression of this ubiquitin ligase may thus contribute to cellular dysfunction in the AER. The AER is the major signalling center for proximodistal growth and distal limb development. It is induced and maintained through the reciprocal interactions between the ectoderm and the underlying mesenchyme involving *Wnt-Bmp-Fgf* signaling pathways^42^. Disruption or malfunction of the AER results in diminished growth and thus hypoplasia/aplasia of digits, correlating with the SHFM phenotype^43^. Our results support the concept that SHFM is caused by AER defects, and in SHFM3 by misexpression of *Lbx1* and *Btrc* in the AER. Finally, we cannot exclude a potential contribution of a loss of *Fgf8* expression to the *Inv1* mutant phenotype.

Mice are commonly used as a model organism to study human disease because of the similarities in genetics, physiology and organ development. However, inter-species differences exist and account for genotype-to-phenotype divergences between mouse and human^44^. When comparing CTCF binding sites in mouse and human at the *FGF8* locus, we noticed that the centromeric *Lbx1* TAD boundary is missing one binding site in reverse orientation in human in comparison to mouse (red arrow in Fig. 3a). This additional binding site in mouse could thus interfere with the levels of ectopic interactions between the *Fgf8* AER enhancers and *Lbx1* and *Btrc* in the *Dup* mutant, consequently reducing the level of misexpression in the AER. Indeed, misexpression levels related to the rearrangements may explain the absence of a striking phenotype in the *Dup* in comparison to *Inv1* which is associated with highest levels of *Lbx1* and *Btrc* misexpression, causing a mouse phenotype similar to the human phenotype.

Overall, this study offers insights into: i) the molecular phenotype of SHFM3-associated duplications and inversion, *ii)* gene regulation at the *Lbx1*/*Fgf8* locus in the context of 3D genome architecture and, iii) the consequences deriving from perturbations of the local chromatin structure. Notably, we provide a complex scenario by which SVs can cause disease. Indeed, we report in this study an example of SVs causing disease through a combined position effect mechanism resulting in ectopic gene misexpression involving multiple genes and a dose-dependent effect. To the best of our knowledge, the SVs-associated pathogenic mechanism reported in this study has not been shown previously.

In the era of whole genome sequencing (WGS) and the increased number of detected SVs, the medical interpretation of SVs and the prediction of their phenotypic consequences remain unsatisfactory. Thus, this study provides a conceptual framework when interpreting the pathogenic potential of these variant types.

## Methods

The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Ethical approvals

All animal procedures were conducted as approved by the local authorities (LAGeSo Berlin) under license numbers G0243/18 and G0176/19. All animal experiments followed all relevant guidelines and regulations.

The study design and conduct complied with all relevant regulations regarding the use of human participants and was conducted in accordance with the criteria set by the Declaration of Helsinki. Congenital limb malformations were observed at clinical genetic centres in Germany and in Italy. Given the nature of their phenotype, patients were offered additional diagnostic investigations in accordance with regulations for studies on human subjects at the respective centres. Informed consent to participate to the study and to publish clinical data was obtained from all patients (or their legal guardian). The study protocol was approved by the ethics committee at the Charité Universitätsmedizin Berlin, Germany.

### Mouse embryonic stem cell targeting

Culture and genome editing of mouse embryonic stem cells (mESCs) was performed as described previously^24,36^. Briefly, G4 (129sv/C57Bl6 hybrid) mESCs were seeded on a monolayer of CD1 feeder cells and transfection was performed via FuGENE technology (Promega, Cat. #E5911) using 8ug of each CRISPR construct of interest delivered through the pX459 vector (which contains also a Puromycin-resistance cassette). After 24 h, cells were split onto DR4 Puromycin-resistant feeders and selection with Puromycin was carried on for 2 days. Resistant growing clones were then picked and grown into 96-well-plates on CD1 feeders. All clones were genotyped by PCR (Supplementary Table 2). Positive clones were expanded, their genotyping further confirmed by PCR, qPCR (Supplementary Table 3) and Sanger sequencing of PCR products, and used for further experiments only if the successful modification could be verified. qPCR results were analyzed using the QuantStudio 7 Flex Real-Time PCR Software (version 1.7.1, Applied Biosystems).

The size and position of the human structural variations (hg19/GRCh37) were converted to the mouse genome (mm9/NCBI37) using the UCSC liftOver tool (https://genome.ucsc.edu/cgi-bin/hgliftOver). A list of single guide RNAs (sgRNAs, designed using http://crispr.mit.edu/ platform) used for CRISPR/Cas9 genome editing is given in Supplementary Table 1. For the *Fgf8-AER-enh-KI* mutant, a 6993 bp DNA fragment containing the 4 *Fgf8*-AER enhancers with a deletion of the CTCF site in enhancer CE58 was synthetised and subsequently cloned into a pUC vector by *Genewiz*. Homology arms targeting the *Lbx1* locus were then cloned using Gibson assembly and the resulting vector was transfected in mESCs together with the pX459-sgRNA for CRISPR/Cas9 homology-directed-repair (HDR).

### Generation of mice

Mice were generated from genome-edited mESCs by diploid or tetraploid aggregation^45^ and genotyped by PCR and qPCR analysis. Cells were seeded on CD1 feeders and grown for 2 days before aggregation. Female mice of the CD1 strain were used as foster mothers. Several founder animals for each mouse line were used for establishing line stock with variable intercrosses between single founder and C57BL/6 wild-type animals. Selection of animals for analysis and breeding was random. For all animal experiments, no choice of sample size was applied. The data collection was performed according to the stage of each sample and investigators were not blinded since mouse breeding and analysis required knowledge about the genotype at hand. Routine bedding, food and water changes were performed. Mice were housed in a centrally controlled environment with a 12 h light: 12 h dark cycle, temperature of 20–22.2 C°, and humidity of 30–50%.

### Whole mount in situ hybridization (WISH)

RNA expression in E11.5 mouse embryos from wild-type and mutants was assessed by WISH using digoxigenin (DIG)-labelled antisense riboprobes for *Lbx1*, *Btrc*, *Poll*, *Dpcd*, *Fbxw4* and *Fgf8* transcribed from linearized gene-specific probes (PCR DIG Probe Synthesis Kit; Roche, Cat. #11636090910). Primers for probe generation are listed in Supplementary Table 5. Embryos were collected and fixed overnight in 4% PFA in PBS, then washed twice for 30 min in PBS with 0.1% Tween (PBST), dehydrated for 30 min each in 25%, 50% and 75% methanol in PBST and stored at −20 °C in 100% methanol. For WISH, genotyped embryos were rehydrated on ice in reverse methanol/PBST steps, washed twice in PBST, bleached in 6% H_2_O_2_ in PBST for 1 h and washed in PBST. Embryos were washed in PBST and refixed for 20 min with 4% PFA in PBS, 0.2% glutaraldehyde and 0.1% Tween. After further washing steps with PBST, embryos were incubated at 68 °C in L1 buffer (50% deionized formamide, 5× SSC, 1% SDS, 0.1% Tween 20 in diethyl pyrocarbonate (DEPC), pH 4.5) for 10 min. For prehybridization, embryos were incubated for 2 h at 68 °C in hybridization buffer 1 (L1 with 0.1% tRNA and 0.05% heparin), while for subsequent probe hybridization, embryos were incubated overnight at 68 °C in hybridization buffer 2 (hybridization buffer 1 with 0.1% tRNA, 0.05% heparin and 1:500 DIG probe). The next day, unbound probes were washed away through repeated washing steps: 3 × 30 min at 68 °C with L1, L2 (50% deionized formamide, 2× SSC, pH 4.5, 0.1% Tween 20 in DEPC, pH 4.5) and L3 (2× SSC, pH 4.5, 0.1% Tween 20 in DEPC, pH 4.5). For signal detection, embryos were treated for 1 h with RNase solution (0.1 M NaCl, 0.01 M Tris, pH 7.5, 0.2% Tween 20, 100 μg ml^−1^ RNase A in H_2_O), followed by washing in TBST 1 (140 mM NaCl, 2.7 mM KCl, 25 mM Tris–HCl, 1% Tween 20, pH 7.5) and blocking for 2 h at room temperature in blocking solution (TBST 1 with 2% calf serum and 0.2% bovine serum albumin). Overnight incubation with Anti-Dig antibody conjugated to alkaline phosphatase (1:5,000) at 4 °C (Roche, Cat.#11093274910) was followed by 8 × 30 min washing steps at room temperature with TBST 2 (TBST with 0.1% Tween 20 and 0.05% levamisole–tetramisole) and left overnight at 4 °C. Embryos were finally stained after equilibration in AP buffer (0.02 M NaCl, 0.05 M MgCl_2_, 0.1% Tween 20, 0.1 M Tris–HCl and 0.05% levamisole–tetramisole in H_2_O) 3 × 20 min, followed by staining with BM Purple AP Substrate (Roche, Cat. #11442074001). The stained embryos were imaged using a Zeiss SteREO Discovery V12 microscope and Leica DFC420 digital camera.

### Skeletal preparation

E18.5 fetuses were kept in H2O for 1–2 h at room temperature and heat shocked at 65 °C for 1 min. The skin was gently removed, together with the abdominal and thoracic viscera using forceps. The fetuses were then fixed in 100% ethanol overnight. Afterwards, alcian blue staining solution (150 mg l − 1 alcian blue 8GX in 80% ethanol and 20% acetic acid) was used to stain the cartilage overnight. After 24 h fetuses were rinsed and postfixed in 100% ethanol overnight, followed by 24 h incubation in 0.2% KOH in H2O for initial clearing. The next day fetuses were incubated in alizarin red (50 mg l − 1 alizarin red S in 0.2% potassium hydroxide) to stain the bones overnight. Following this, rinsing and clearing was done for several days using 0.2% KOH. The stained embryos were dissected in 25% glycerol, imaged using a Zeiss SteREO Discovery V12 microscope and Leica DFC420 digital camera, and subsequently stored in 80% glycerol.

### Capture Hi-C

E11.5 mouse limb buds were prepared in 1x PBS and dissociated by trypsin treatment for 10 min at 37 °C, pipetting every 2 min to obtain a single-cell suspension. Trypsin was stopped by adding 5x volume of 10% FCS/PBS. The solution was then filtered through 40 μm cell strainer to remove cell debris, cells were centrifuged at 130 x *g* for 5 min and the pellet was then resuspended in 5 ml 10% FCS/ PBS. 5 ml of freshly prepared 4% formaldehyde in 10% FCS/PBS (final concentration 2%) were added to perform crosslinking and samples were incubated in rotation for 10 min at room temperature. The crosslinking reaction was stopped by adding 1 ml 1.425 M glycine on ice, followed by centrifugation at 240 x *g* and 4 °C for 8 min, pellet resuspension in 5 ml freshly prepared, cold lysis buffer (final concentration of 10 mM Tris pH 7.5, 10 mM NaCl, 5 mM MgCl2, 0.1 M EDTA, and 1 × cOmplete^TM^ protease inhibitors (Roche, Cat. #04693132001) and incubation for at least 10 min on ice. Nuclei were pelleted by centrifugation at 425 x *g* at 4 °C for 5 min, washed with 1x PBS, aliquoted in 1.5 ml tubes with 2.5–5 × 10^6^ nuclei each, followed by supernatant removal, snap-freezing and storage at −80 °C.

Snap-frozen pellet was resuspended in 360 μl of water, mixed with 60 μl of 10x DpnII buffer (Thermo Fisher Scientific, Cat. #ER1701) and incubated for 5 min at 37 °C in a thermomixer at 900 rpm. 15 μl of 10% SDS was then added and the samples were incubated for 1 h at 37 °C and 900 rpm, with occasional pipetting to help dissolving the nuclei aggregates. Next, 150 μl of 10% Triton X-100 were added, followed by 1 h of incubation at 37 °C and 900 rpm. After adding 600 μl of 1x DpnII buffer, a 10 μl aliquot was taken as undigested control and stored at 4 °C and 400 units of restriction enzyme DpnII were added to the samples. After 4 h of digestion additional 200 units of DpnII enzyme were added and the samples were incubated overnight at 37 °C with shaking at 900 rpm. After overnight incubation, a 10 μl aliquot was taken as digested control and stored at 4 °C, while the samples were supplemented with further 200 units of DpnII enzyme for additional four hours. Meanwhile, the undigested and digested controls were tested. For this, each 10 μl aliquot was mixed with 85 μl 10 mM Tris pH 7.5 and 2 μl RNase A (10 mg/ml) and incubated for 1 h at 37 °C. Chromatin was decrosslinked by adding 5 μl proteinase K (10 mg/ ml) and incubation at 65 °C for 4 h. The DNA was then extracted by adding 100 μl phenol-chloroform. Samples were mixed by inverting the tubes and centrifuged for 10 min at 18500 x *g* at room temperature. The upper water phase was transferred into new 1.5 ml tubes and analysed on a 1% agarose gel. After correct validation, restriction enzyme in the original samples still under digestion was heat-inactivated at 65 °C for 20 min. The samples were transferred to 50 ml Falcon tubes and 700 μl 10x ligation buffer (Thermo Fisher Scientific, Cat. #EL0021) were added. The volume was filled up to 7 ml with water and 50 units of T4 DNA ligase (Thermo Fisher Scientific, Cat. #EL0021) were added. The ligation mix was incubated overnight at 4 °C in rotation. The next day, a 100 μl aliquot of religated DNA was collected and analysed on an agarose gel as described above. Upon successful ligation, samples were de-crosslinked by adding 30 μl of proteinase K (10 mg/ml) and incubating overnight at 65 °C. Then, 30 μl RNase A (10 mg/ml) were added and the samples were incubated for 45 min at 37 °C. The DNA was then extracted by adding 7 ml phenol-chloroform. The solution was mixed by inverting the tube and the water phase was separated by centrifugation at 1500 x *g* for 15 min at room temperature. DNA was precipitated by adding the following reagents to the water phase: 7 ml water, 1.5 ml 2 M NaAc pH 5.6, 140 μg glycogen, 35 ml 100 % ethanol. The solution was mixed and placed at −80 °C overnight or until the samples were completely frozen. The sample was then thawed and centrifuged for 20 min at 8350 *g* and 4 °C. DNA pellet was washed with 30 ml cold 70% ethanol and centrifuged 15 min at 3300 *g* at 4 °C. Dried pellet was dissolved in 150 μl 10 mM Tris pH 7.5 at 37 °C. The final 3 C library was checked on 1% agarose gel and subsequently used for capture Hi-C preparation. 3 C libraries were sheared using a Covaris sonicator (duty cycle: 10%; intensity: 5; cycles per burst: 200; time: 6 cycles of 60 s each; set mode: frequency sweeping; temperature: 4–7 °C). Adaptors were added to the sheared DNA and amplified according to Agilent instructions for Illumina sequencing. The library was hybridized to the custom-designed SureSelect beads and indexed for sequencing following Agilent instructions. SureSelect enrichment probes were designed over the genomic interval chr19:44,440,000-46,400,000 (mm9) using the online tool of Agilent: SureDesign (https://earray.chem.agilent.com/suredesign/). Probes were covering the entire genomic region and were not designed specifically in proximity of DpnII sites. All samples (3 biological replicates per experiment plus one technical, except for *Inv1* het where no technical replicate was produced, and for *Dup* het where only one biological replicate was used) were then sequenced with the Hiseq4000 or Novaseq6000 Illumina technology according to the standard protocols and with around 400 million 50 bp, 75 bp (Hiseq4000) or 100 bp (Novaseq6000) paired-end reads per sample.

### Capture Hi-C data processing

In a pre-processing step, the reads in fastq files were trimmed to 50 bp, if necessary, to obtain the same initial read length for all samples. Afterwards, mapping, filtering and deduplication of paired-end sequencing data was performed using the HiCUP pipeline v0.8.1^46^ (no size selection, Nofill: 1, Format: Sanger). The pipeline was set up with Bowtie2 v2.4.2^47^ for mapping short reads to reference genome mm9. For merging biological replicates, the final bam files produced by the HiCUP pipeline were joined. Juicer tools v1.19.02^48^ d was used to generate binned and KR normalized^49,50^ contact maps from valid and deduplicated read pairs. For the generation of cHi-C maps, only read-pairs referring to the region of interest (chr19:44,440,001-46,400,000) and with MAPQ ≥ 30 were considered. We used cHi-C maps with 5 kb bin size. For the sample with a duplication it is noted, that the matrix balancing of the KR normalization affects the signal in the duplicated region, because it scales down the signal intensities in this region to fit to the other regions of the cHi-C map. In order to consider the duplicated region explicitly, we created for the *Dup* mutant sample an additional version of the cHi-C map by applying LOIC normalization^51^ (python package iced v.0.5.10^52^) to raw count map, which has the aim to retain the effects of the increased copy number. 

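The bin totals of the LOIC map of homozygous *Dup* stand at 2 times the level of other bins from 45250001 to 45795000, which are 107 bins with values. In the heterozygous *Dup* map the same bins stand at 1.50 times.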

For the LOIC normalization the copy number was set to 4 for all bins overlapping the duplication, and to 2 for the other bins. 

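The *Dup* maps have 5 bins of 5 kb without values, and the KR maps of the wild-type and the inversions have 3. Bins without values in either map of a comparison were left out of both.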

For five matrix rows/columns with low coverage, the count values were removed prior to LOIC-normalization.

Subtraction maps were computed from KR-normalized cHi-C maps, which were normalized in a pairwise manner before subtraction as follows. To account for differences between two maps in their distance-dependent signal decay, the maps were scaled jointly across their sub-diagonals. Therefore, the values of each sub-diagonal of one map were divided by the sum of this sub-diagonal and multiplied by the average of these sums from both maps. Afterwards, the maps were scaled by 10^6^/total sum. 

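Applied to the deposited KR maps, this scaling gave the deposited differences of *Inv1* and *Inv2* with a correlation of 1 and a slope of 1 across 75855 bin pairs in each. The total sum was that of the bin pairs outside the inverted interval.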

For the computation of scaling factors, the duplicated as well as the inverted regions were excluded in both maps. cHi-C maps were visualized as heatmaps with linear scale, with very high values being truncated to improve visualization.

### Virtual 4C

Virtual 4C-like interaction profiles were generated for individual viewpoints from the same bam files also used for the cHi-C maps. Paired-end reads with MAPQ ≥ 30 were considered in a profile, when one read mapped to the defined viewpoint region and the other one outside of it. Contacts of a viewpoint region were counted per restriction fragment. The count profile was binned to a 1 kb grid. In case a fragment overlapped more than one bin, the counts were distributed proportionally. Afterwards, the binned profile was smoothed by averaging within a sliding window of 5 kb size and scaled by 10^3^/sum of counts within the enriched region. The viewpoint region itself and a margin ±5 kb around it were excluded from the computation of the scaling factor. Interaction profiles were generated with custom Java code using v2.12.0 (https://samtools.github.io/htsjdk/).

### RNA expression analysis

E11.5 limb buds were microdissected from wild-type and mutant embryos (at least *n*  =  3) and immediately frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Cat. #74004). For RNA-sequencing, samples were poly-A enriched and sequenced with the Novaseq6000 Illumina technology according to the standard protocols and with around 100 million 100 bp paired-end reads per sample. For RT-qPCR, cDNA was generated using 1 ug of extracted RNA and reverse transcribed using Superscript III (Life Technologies, Cat. # 18080093) with oligo(dT)_25_ as template primers. RT-qPCR was performed using the Biozym Blue S’Green qPCR Mix Separate ROX (Biozym, Cat. # 331416 S). Relative expression levels were normalized to the geometric mean of the Ct for housekeeping genes *Rrm2* and *Rplp0*, with the ΔΔCt method and data were shown as normalized to WT values. Primers used are listed in Supplementary Table 4.

### RNA-seq data processing

Reads were mapped to the mouse reference genome (mm9) using the STAR mapper^53^ (splice junctions based on RefSeq; options: –alignIntronMin 20–alignIntronMax 500000–outFilterMultimapNmax 5–outFilterMismatchNmax 10–outFilterMismatchNoverLmax 0.1). Reads per gene were counted as described previously^3^, and used for differential expression analysis with the DEseq2 package^54^.

### scRNA-seq

scRNA-seq experiments were performed in single replicates that were jointly processed to avoid batch effects. E11.5 limb buds of wild-type, *Dup* and *Inv1* embryos were microdissected in 1xPBS at room temperature. A single-cell suspension was obtained by incubating the tissue for 10 min at 37 °C in 200 μl Gibco trypsin-EDTA 0.05% (Thermo Fisher Scientific, Cat. #25300054) supplemented with 20 μl 5% BSA. Trypsinization was then stopped by adding 400 μl of 5% BSA. Cells were then resuspended by pipetting, filtered using a 0.40 μm cell, washed once with 0.04% BSA, centrifuged for 5 min at 150 x *g*, then resuspended in 0.04% BSA. The cell concentration was determined using an automated cell counter (Bio-Rad) and cells were subjected to scRNA-seq (10x Genomics, Chromium Single Cell 3′ v2; one reaction per time point and per strain has been used) aiming for a target cell recovery of up to 10,000 sequenced cells per sequencing library (time point and strain). Single-cell libraries were generated according to the 10x Genomics instructions with the following conditions: 8 PCR cycles were run during cDNA amplification and 12 PCR cycles were run during library generation and sample indexing to increase library complexity. Libraries were sequenced with a minimum of 230 million 75 bp paired-end reads according to standard protocols.

### scRNA-seq data processing

The Cell Ranger pipeline v.3 (10x Genomics lnc.) was used for each scRNA-seq sample in order to de-multiplex the raw base call files, to generate the fastq files, and to perform the alignment against a custom mouse reference genome mm9 to create the unique molecular identifier (UMI) count matrix. Only cells with more than 2000 detected genes and less than 10% of mitochondrial UMI counts were considered for further analysis. In addition, Scrublet^55^ was used to identify potential doublets in our dataset. Cells with a Scrublet score higher than 0.2 were filtered out. Each sample was normalized independently using the SCT method^56^ implemented in Seurat^57^ R package and then, these were integrated using the Seurat3 IntegrateData CCA-based (canonical correlation analysis) approach considering the top 2,000 most variable genes. The first 20 principal components of this joint dataset were calculated and used for UMAP projection and reconstruction of the cell-cell similarity graph. To delimitate the major limb bud cell types, we used the Louvain algorithm implemented in the Seurat3 function FindClusters and the expression of well-known marker genes for the limb-comprising cell types. For the AER cluster, we used the marker genes *Fgf8* and *En1*. Differential gene expression between the wild-type (Bl6) vs *Dup* and wild-type (G4) vs *Inv1* hindlimb cells was estimated by modelling the gene expression as a function of the genotype across cells. This analysis was done from a new embedding of the samples separately: on one hand wild-type (Bl6) and *Dup*, on the other hand wild-type (G4) and *Inv1*. We fitted a quasi-Poisson distribution to calculate the effect of the *Dup* or the *Inv1* genotype on the gene expression distribution of each gene using the monocle3 strategy^58^. We tested that such effect was not equal to 0. We use this condition association effect to rank the genes and identified the pathways associated with the top 200 genes using the Enrichr tool from the Maayan lab^59^. Finally, we confirmed that the top perturbed genes associated to the muscle pathways are more frequently expressed in the *Dup* AER cells.

### 4C-seq

For 4C-seq libraries, 5 × 10^6^–10^7^ cells were used. The fixation and lysis were performed as described in the Capture Hi-C section. After the first digestion with DpnII, sticky ends were religated in a 50 ml falcon tube (700 μl 10X ligation buffer, 7 ml H2O, 50 U T4 DNA ligase; overnight at 16 °C) and DNA de-cross linked and cleaned as described in the Capture Hi-C section. Next, a second digestion (150 μl sample, 50 μl 10× Csp6I buffer, 60 U Csp6I (Thermo, Cat. # FD0214) 295 μl H2O; overnight at 37 °C) and another re-ligation were performed. For all viewpoints, DNA was purified using a PCR clean up Kit (Qiagen, Cat. #28104) and 1.6 μg DNA was amplified by PCR (*LBX1* Viewpoint: read-primer 5′-TCTATATGCTACCATGATC-3′, secondary-primer 5′-GATGAACTGGAATACCCA-3′; *FGF8* Viewpoint: read-primer 5′-AGGGTGCGTTCCAAGATC-3′, secondary-primer 5′-GGTGGCCTGGATGGAAGT-3′; *BTRC* Viewpoint: read-primer 5′-CAACGCAGCGCCCGGATC-3′, secondary-primer 5′-CTGGGAATGAGGACCTAGGGC-3′). For the library reaction, primers were modified with TruSeq adapters: Adapter1 5′-CTACACGACGCTCTTCCGATCT-3′ and Adapter2 5′-CAGAC GTGTGCTCTTCCGATCT-3′. Between 50 and 200 ng were used as input of a single 4C PCR reaction depending on the complexity. The reaction was performed in a 50 μl volume using the Expand Long Template System (Roche, Cat. # 11681834001) and 29 reaction cycles. After the PCR all reactions were combined and the DNA purified with a PCR clean up Kit. All samples were then sequenced with the Novaseq6000 Illumina technology according to the standard protocols and with around 5 million 100 bp single-end reads per sample.

### 4C-seq data processing

Sequencing reads were mapped, normalized and smoothed with pipe4C^60^ using the reference genome GRCh37 and default settings. All viewpoints were performed in replicates and as quality measure >70% of reads were mapped within a size range of 1 Mb and >80% within 100 kb around the viewpoint.

### Human material

Skin biopsies were collected from SHFM3 patients and controls by standard procedures. Fibroblasts were cultured in DMEM supplemented with 10% fetal calf serum (Gibco, Cat. #A4766801), 1% L-glutamine (Lonza, Cat. #BE17-650E) and 1% penicillin/streptomycin (Fisher, Cat. #BP295950).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Reporting Summary

## Data Availability

Sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are available under accession code GSE197404.

# Supplementary material for: Combinatorial effects on gene expression at the Lbx1/Fgf8 locus resolve split-hand/foot malformation type 3
**Source:** Nat Commun. 2023 Mar 17;14:1475. doi: 10.1038/s41467-023-37057-z
**Supplement:** Supplementary file 1 — Supplementary information

## SUPPLEMENTARY FIGURES

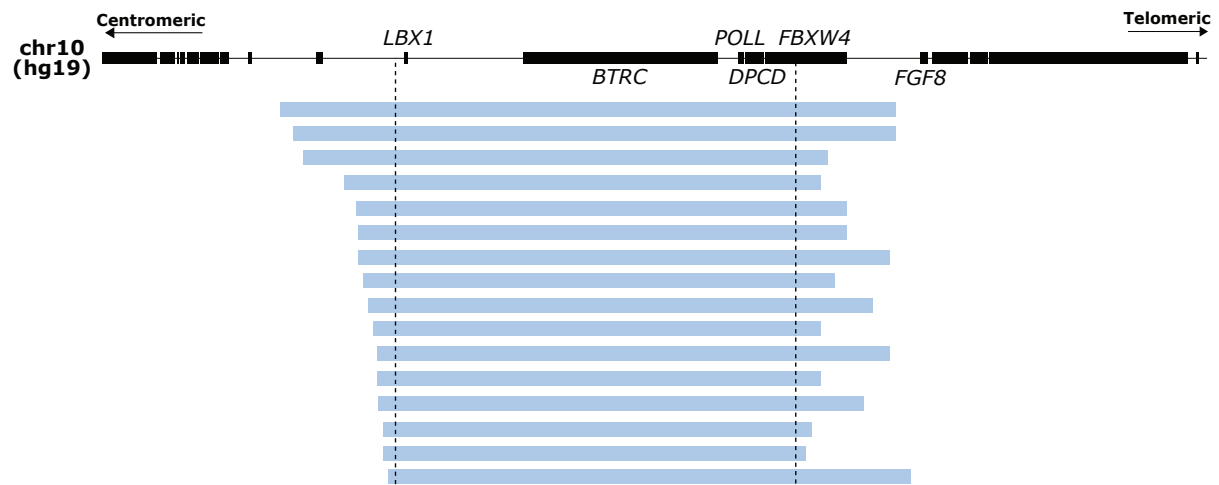

**Supplementary Fig. 1 | Overview of in house SHFM3 duplications.** All the identified duplications included *LBX1* at the centromeric side and excluded *FGF8* at the telomeric side. Dashed black lines indicate the minimal critical region of the duplications.

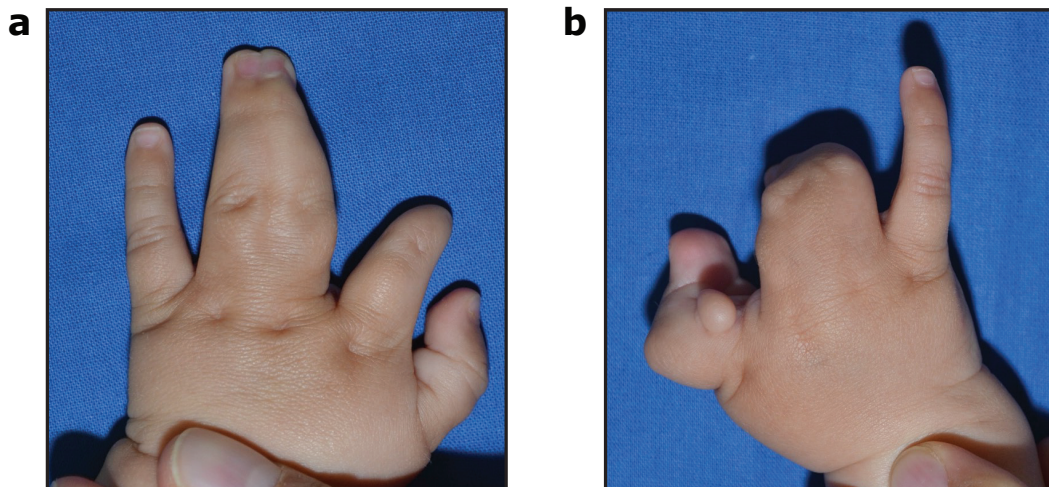

**Supplementary Fig. 2 | Patient carrying an inversion at the *LBX1/FGF8* locus exhibited two phenotypes of the SHFM spectrum. a Left hand showing fusion of digit III and IV. b Right hand showing absence of central distal digits.**

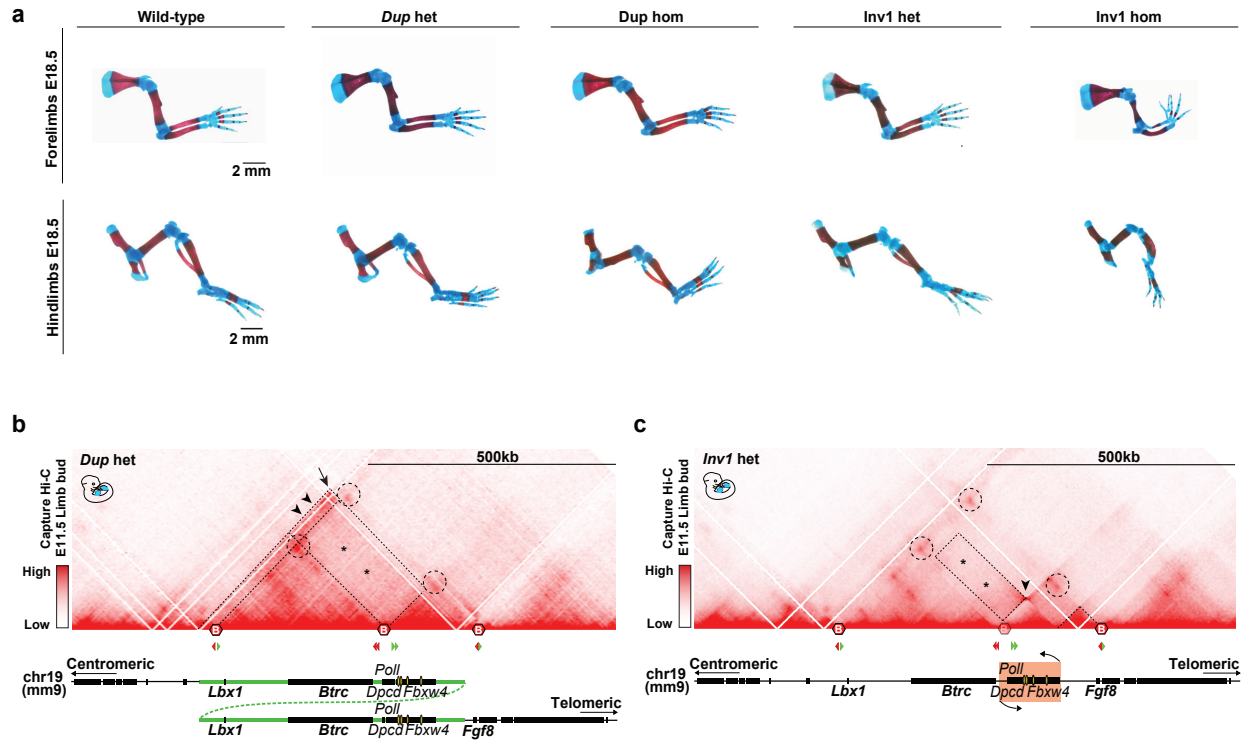

**Supplementary Fig. 3 | Heterozygous *Dup* and *Inv1*.** **a** Skeletal analysis of E18.5 forelimbs and hindlimbs stained with alcian blue (cartilage) and alizarin red (bone). Comparison between wild-type, heterozygous and homozygous highlighted the presence of underdeveloped limbs in homozygous *Inv1*. **b** cHi-C (n=1) of heterozygous *Dup* from E11.5 mouse limb buds. Positions of preserved wild-type interactions between boundaries are indicated by dashed circles, while the new contact reflecting the breakpoints of duplication is highlighted by a black arrow. Black arrowheads indicate a gain of contacts between the region containing the *Fgf8* AER enhancers and the region immediately flanking the centromeric side of the *Lbx1* TAD boundary. The rectangular dashed area highlighted by asterisks show increased interactions between the *Fgf8* AER enhancers region and the *Lbx1* TAD. **c** cHi-C (data are shown as merged signal of n=3 biological replicates) of heterozygous *Inv1* from E11.5 mouse limb buds. Dashed circles indicate the positions of the original wild-type interactions between boundaries, two of them (centromeric and telomeric) lost for the allele carrying the inversion upon reshuffling of the boundary between *Lbx1* and *Fgf8* TADs. The boundary involved in the inversion is shown as blurry. Dashed lines on the right point out the new smaller *Fgf8* TAD, now comprising only *Fgf8*. Black arrowhead highlights the bow tie configuration representative of the inverted regions. The rectangular dashed area highlighted by black asterisks show ectopic interactions between the *Fgf8* AER enhancers region and the *Lbx1* TAD.

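In the heterozygous *Dup* map, mean scaled contact around the tandem junction was 46.2 units, against 13.4 in the wild-type map scaled with it. The boundary contacts were 5.06 (95% counting interval 4.84 to 5.29) times those of other pairs at the distance for the centromeric and the middle boundary, 2.02 (1.87 to 2.18) for the middle and the telomeric boundary and 4.77 (4.41 to 5.17) for the outer boundaries. At 1 biological replicate and a median of 11 read pairs per bin pair, this map has the lowest depth of the series. Read pairs inside the duplication were 1.57 times the wild-type.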

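The heterozygous *Inv1* map averages an inverted and an unrearranged chromosome. Its contacts of the inverted boundary were 3.98 (95% counting interval 3.86 to 4.11) times those of other pairs at the reference distance with the centromeric boundary and 2.15 (2.08 to 2.21) times with the telomeric boundary, and the contact of the outer boundaries was 5.95 (5.76 to 6.15) times. Mean scaled contact across the centromeric junction of the inversion was 54.2 units, against 15.9 in the wild-type.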

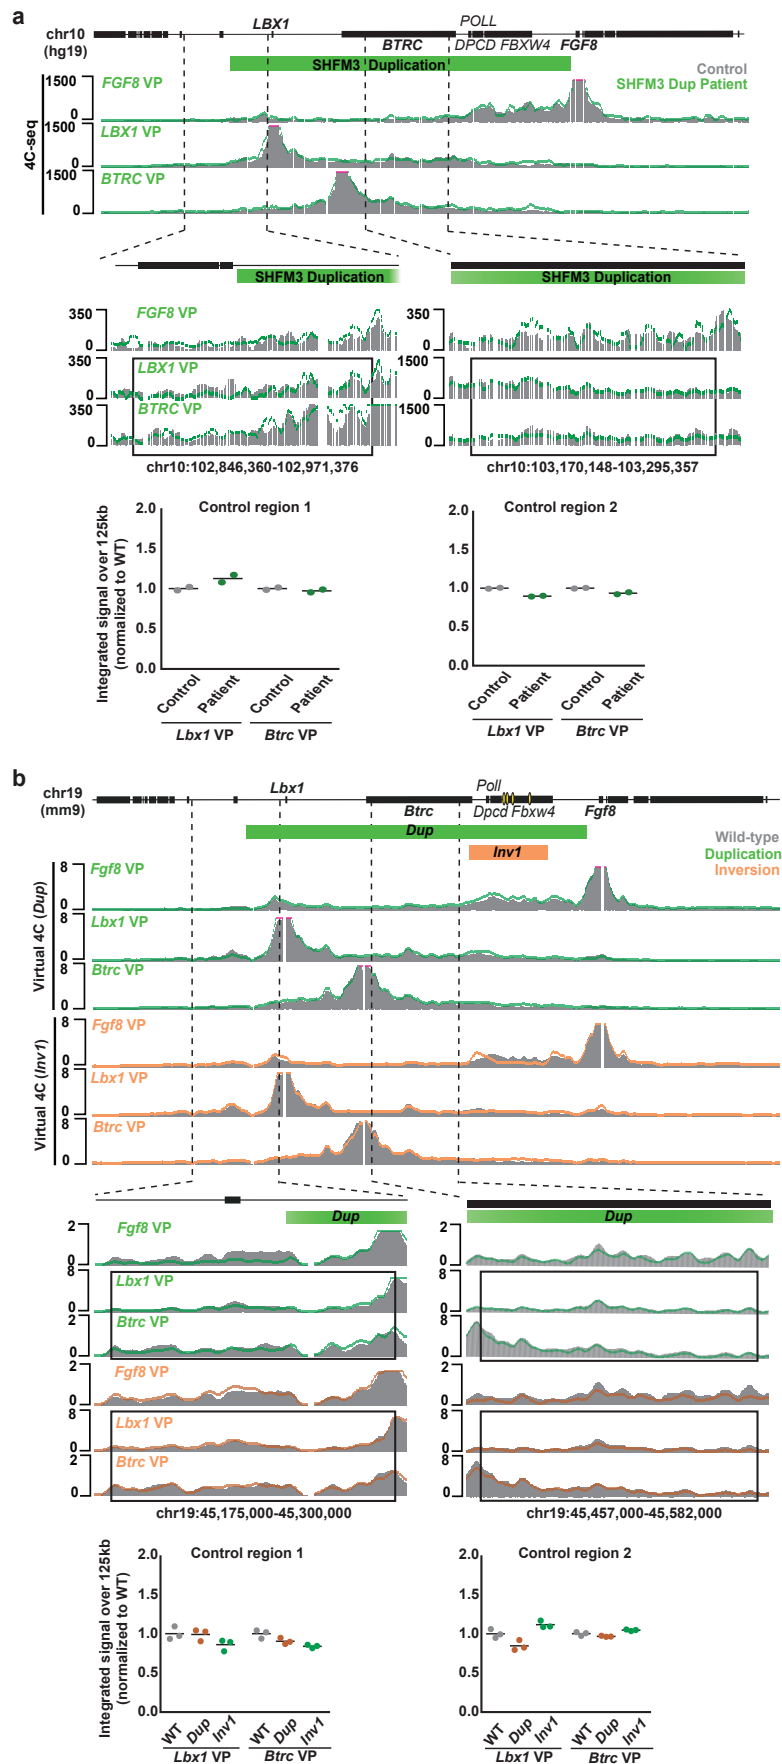

**Supplementary Fig. 4 | Control regions from 4C-seq in SHFM patient fibroblasts and virtual 4C in mouse show no ectopic interactions. a,b** 4C-seq data of human fibroblasts (**a**) and mouse virtual 4C (**b**) as in Fig. 3 but focusing on two control regions. Integrated signals and zoom-in view of two control regions of 125kb show no or very mild difference of signal. This confirms that the increased seen in Fig. 3 is specific to the region of interest and not due to a bias of 4C signal. Healthy human control and mouse wild-type (WT) samples are shown in grey, SHFM patient and mouse mutant carrying a duplication are shown in green, while the mouse mutant carrying an inversion is shown in orange.

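The control regions span 45175001 to 45300000, on the centromeric side of *Lbx1* and partly inside the duplication, and 45457001 to 45582000, within the *Btrc* gene. In homozygous *Dup*, virtual 4C signal over the first was 0.864 (95% counting interval 0.84 to 0.889) times the wild-type from *Lbx1* and 0.872 (0.812 to 0.936) times from *Btrc*, both lower than the central 95% of placements. Over the second it was 1.17 (1.13 to 1.2) times from *Lbx1* and 1.04 (0.999 to 1.08) times from *Btrc*, both higher. With copy number removed the last was 0.96. In homozygous *Inv1* the first region had 1.02 (0.987 to 1.05) and 0.991 (0.920 to 1.07) times the wild-type signal from *Lbx1* and *Btrc*, both within their placements. The second had 0.855 (0.826 to 0.884) times from *Lbx1*, lower than its placements, and 0.915 (0.879 to 0.953) times from *Btrc*, within them. The *Fgf8* viewpoint had ratios of 0.687 (0.651 to 0.725) over the first and 1.16 (1.1 to 1.22) over the second region in *Dup*, outside their placements, and of 1.12 (1.07 to 1.18) and 0.936 (0.890 to 0.985) in *Inv1*, within them. The placements are narrow, so a ratio near 1 can fall outside them. In *Dup* they also lie outside the duplication, which holds the second region and part of the first, and the map keeps copy number. The *Dup* placements therefore do not set copy number apart.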

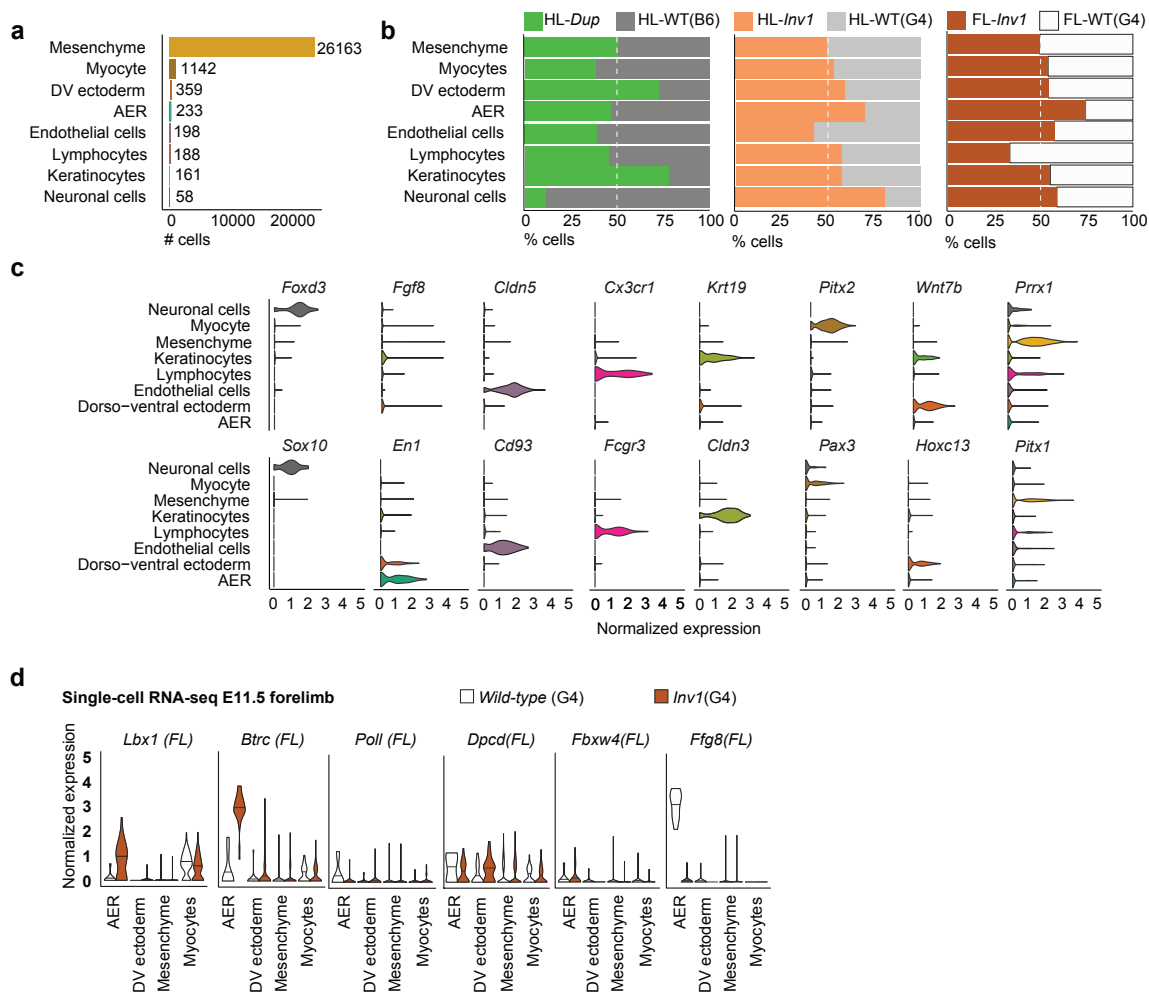

**Supplementary Fig. 5 | scRNA-seq specifications.** **a** Bar plot representing the number of cells per cluster as defined in Fig. 4B. These numbers correspond to the merged data of both wild-type, *Dup* and *Inv1* samples, from the scRNA-seq of E11.5 limbs. **b** Bar plot representing the % of cells per cluster as defined in Fig. 4B for each genotype separately. Some biases are observed, particularly for small cell population, as expected from scRNA-seq data. **c** Violin plots representing the expression of two marker genes per cluster that were used to confirm the clustering analysis shown in Fig. 4B. By example, AER cells are defined by high expression of *Fgf8* and *En1*. **d** Violin plot as in Fig. 4C from G4 wild-type and *Inv1* mutant E11.5 forelimbs. **d** Violin plot representing the normalized expression of the 6 genes at the locus in AER, dorso-ventral (DV) ectoderm, mesenchyme and myocytes from E11.5 forelimb as in Figure 4c. The *Inv1* mutant (orange) was generated in a G4 (129sv x C57Bl6) background and thus compared to a G4 wild-type sample (white).

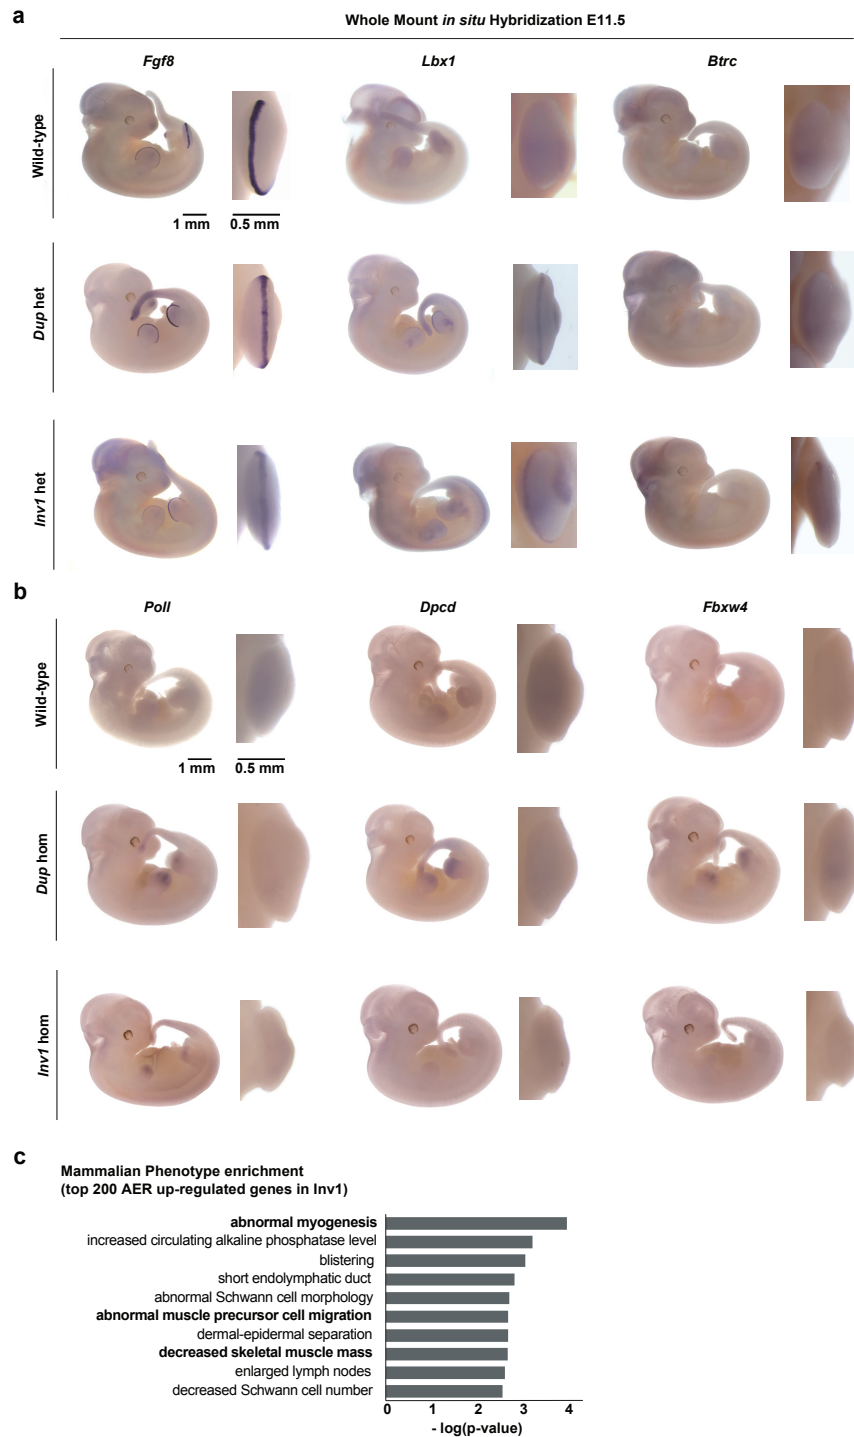

**Supplementary Fig. 6 | No misexpression in the AER was detected for other genes at the *Lbx1-Fgf8* locus. a** WISH for *Fgf8*, *Lbx1* and *Btrc* in heterozygous *Dup* and *Inv1*. Expression was checked and confirmed in at least 3 or more heterozygous embryos (at least  $n=3$  biological replicates). **b** WISH for the other genes at the *Lbx1-Fgf8* locus for homozygous *Dup* and *Inv1*. Expression was checked and confirmed in at least 3 or more homozygous embryos (at least  $n=3$  biological replicates). **c** GO analysis for the MGI Mammalian phenotype enrichment terms<sup>59</sup> using the top 200 genes that are up-regulated genes in the *Inv1* mutant compared to wild-type in the AER cells from the scRNA-seq data. The 10 most significant enriched terms are represented on a  $-\log_{10}(p\text{-value})$  scale. P-value was computed using a Fisher exact test.

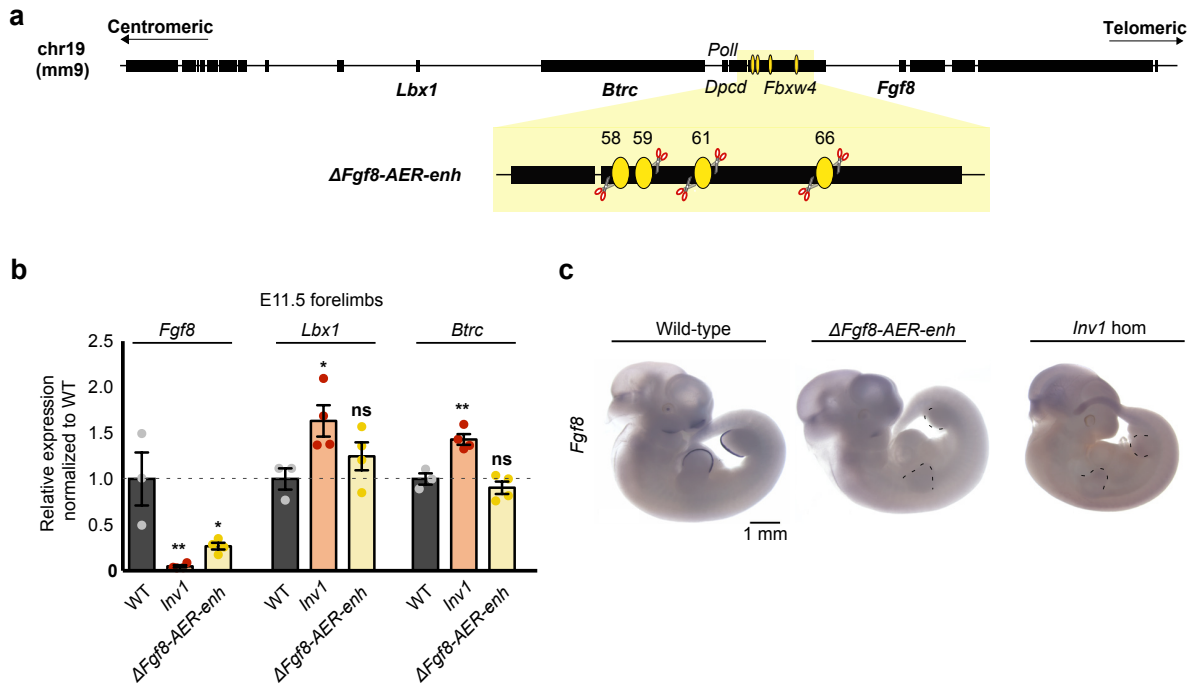

**Supplementary Fig. 7 | Deletion of the 4 *Fgf8*-AER enhancers (58-59-61-66) leads to a strong loss of *Fgf8* expression in the E11.5 limb bud. **a**** Scheme of the CRISPR-Cas9 mediated deletion of the 4 AER enhancers previously published (58-59-61-66)<sup>28</sup>. Enhancers are represented by yellow ovals. **b** RT-qPCR from E11.5 forelimbs showing the expression of *Fgf8*, *Lbx1* and *Btrc* in wild-type ( $n=3$ ) and  $\Delta Fgf8$ -AER-enhancers ( $n=4$ ) and *Inv1* homozygotes ( $n=4$ ) mutants. *Fgf8* expression is affected in both mutants whereas *Lbx1* and *Btrc* expression are up-regulated only in the *Inv1* mutant as expected due to ectopic expression in the AER. Data are normalized to the WT and shown as means  $\pm$  s.e.m. from  $n=3$  or 4 replicates. Statistical analyses were performed by a one-way ANOVA with Bonferroni's multiple comparisons test (ANOVA p-value: *Fgf8* comparison, 0.0033; *Lbx1* comparison, 0.0598; *Btrc* comparison, 0.0007). Multiple comparison: \*  $p \leq 0.05$  \*\*  $p \leq 0.01$ . **c** WISH of wild-type and  $\Delta Fgf8$ -AER-enhancer and *Inv1* homozygotes E11.5 embryos showing *Fgf8* expression ( $n=3$  embryos per genotype were analysed).

**Supplementary Table 1: sgRNAs sequences**

|                                            |                           |
|--------------------------------------------|---------------------------|
| <i>Dup_cen_sgF</i>                         | caccgCCCAGGAATCGCCGATGACA |
| <i>Dup_cen_sgR</i>                         | aaacTGTCATCGGCGATTCTGGGc  |
| <i>Dup_tel_sgF</i>                         | caccgTTAAATTTCTCCAAGATAAG |
| <i>Dup_tel_sgR</i>                         | aaacCTTATCTTGGAGAAATTTAAc |
| <i>Inv1_cen_sgF</i>                        | caccGGCCTCAATACACCTCCATG  |
| <i>Inv1_cen_sgR</i>                        | aaacCATGGAGGTGTATTGAGGc   |
| <i>Inv1_tel_sgF</i>                        | caccGGTGACACCAGTATTCCTCG  |
| <i>Inv1_tel_sgR</i>                        | aaacCGAGGAATACTGGTGTCAcc  |
| <i>Fgf8AERenhKI_sgF</i>                    | caccGCTTCCTGTATTGGACCCTG  |
| <i>Fgf8AERenhKI_sgR</i>                    | aaacCAGGGTCCAATACAGGAAGCc |
| <i>Inv2_cen_sgF</i>                        | caccgCTGACATTTAGCTGTGATCG |
| <i>Inv2_cen_sgR</i>                        | aaacCGATCACAGCTAAATGTCAGc |
| <i>Inv2_tel_sgF</i>                        | caccgTTAAATTTCTCCAAGATAAG |
| <i>Inv2_tel_sgR</i>                        | aaacCTTATCTTGGAGAAATTTAAc |
| <i>Inv1<math>\Delta</math>Lbx1_cen_sgF</i> | caccgACCTCCGAGTGTACCCATG  |
| <i>Inv1<math>\Delta</math>Lbx1_cen_sgR</i> | aaacCATGGGTACACTGCGGAGGTc |
| <i>Inv1<math>\Delta</math>Lbx1_tel_sgF</i> | caccgCTCTCAGAACTCGCAGCG   |
| <i>Inv1<math>\Delta</math>Lbx1_tel_sgR</i> | aaacCGCTGCGAGTTTCTGAGAGc  |

**Supplementary Table 2: primer sequences for PCR**

|                                              |                       |
|----------------------------------------------|-----------------------|
| <i>Dup_cen_genof</i>                         | TGGTCATTGGAGCTCTGAGG  |
| <i>Dup_cen_genor</i>                         | GGATGTTTGGTCCAGTGTGC  |
| <i>Dup_tel_genof</i>                         | TTGATCAGGGGGTATGGTGT  |
| <i>Dup_tel_genor</i>                         | TCTGTTATTGGCGTGCAGTC  |
| <i>Inv1_cen_genof</i>                        | CTCCCCACCCGACTCTCTC   |
| <i>Inv1_cen_genor</i>                        | GGGCCAGGCTAGGAGACTAA  |
| <i>Inv1_tel_genof</i>                        | CAAAAACACGTTGGTGGAC   |
| <i>Inv1_tel_genor</i>                        | CTCGGCACCGACCTGTAA    |
| <i>Fgf8AERenhKI_outsideRHA+insert_genof</i>  | CATTTCAGTGCCTACCCATC  |
| <i>Fgf8AERenhKI_outsideRHA+insert_genor</i>  | ACAGGGAGCTGGAGTCACTT  |
| <i>Fgf8AERenhKI_insideRHA+insert_genof</i>   | CATTTCAGTGCCTACCCATC  |
| <i>Fgf8AERenhKI_insideRHA+insert_genor</i>   | GCAGGCAGACACGTGACAAAT |
| <i>Fgf8AERenhKI_NOinsert_genof</i>           | TTAGGTGAGCCCCAGAAGAAC |
| <i>Fgf8AERenhKI_NOinsert_genor</i>           | ACAGGGAGCTGGAGTCACTT  |
| <i>Inv2_cen_genof</i>                        | ACTGCCACATTTTGTAGCC   |
| <i>Inv2_cen_genor</i>                        | CCTCCCAATCCTAGGGCTAC  |
| <i>Inv2_tel_genof</i>                        | TTGATCAGGGGGTATGGTGT  |
| <i>Inv2_tel_genor</i>                        | TCTGTTATTGGCGTGCAGTC  |
| <i>Inv1<math>\Delta</math>Lbx1_cen_genof</i> | AGACACTTGGGGTTCGCTTT  |
| <i>Inv1<math>\Delta</math>Lbx1_cen_genor</i> | GATTTCGGGGAAGTTTCAGG  |
| <i>Inv1<math>\Delta</math>Lbx1_tel_genof</i> | CATGTCTGATGACGGACGTCT |
| <i>Inv1<math>\Delta</math>Lbx1_tel_genor</i> | ACTGTCGCGTTTTAAGGGAAA |

**Supplementary Table 3: primer sequences for qPCR copy number**

|                                                    |                        |
|----------------------------------------------------|------------------------|
| <i>Inv2</i> _3'flanking1_F                         | CTCCAGCACGATCTCTGTGA   |
| <i>Inv2</i> _3'flanking1_R                         | AGGGAGGCTCCATAACACCT   |
| <i>Inv2</i> _3'flanking2_F                         | TCCAGCTCCAGACACTGAAC   |
| <i>Inv2</i> _3'flanking2_R                         | CGAAGCCTGTGACACTTGTT   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _5'flanking1_F | TCGGGAGCAGATTACGTTT    |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _5'flanking1_R | TTATGTGGCAATGAGCGAAG   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _5'flanking2_F | TCCCGGGACACCTATAGTCC   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _5'flanking2_R | AAAGCGAACCCCAAGTGTCT   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside1_F     | CTGTAATAGGCCGAGAGAGGTG |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside1_R     | GAGAGCGGCGAACACTACTAA  |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside2_F     | GAAAGCGTTTCTCCAACCTCG  |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside2_R     | GATGGGATGACCATCTTTGG   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside3_F     | GCGACGAGAGAGTCAAGACC   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside3_R     | TGGAATCGAATTGGAGAAGAA  |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside4_F     | TGGGAAGCTTGAGAAGGGTA   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _inside4_R     | TGGGATCATCAAAGTCCACA   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _3'flanking1_F | CATTTGGATTCATGGCATTG   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _3'flanking1_R | TGGCTTCTAGCATTCCCAAG   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _3'flanking2_F | TCATTTCGGAAGCTCTCAGG   |
| <i>Inv1</i> $\triangle$ <i>Lbx1</i> _3'flanking2_R | GGGACTTTTCATGCGTTTGT   |

**Supplementary Table 4: RT-qPCR primer sequences**

|                                                   |                           |
|---------------------------------------------------|---------------------------|
| <i>Fgf8</i> exon 4-5 (from Marinic et al. 2013)   | TATCGGTCTCCACAATGAGCTTCG  |
| <i>Fgf8</i> exon 4-5 (from Marinic et al. 2013)   | CCTGGCCAACAAGCGCATCAAC    |
| <i>Lbx1</i> exon 1-2 (from Marinic et al. 2013)   | GTGATTTTCGCCGTTTCTTG      |
| <i>Lbx1</i> exon 1-2 (from Marinic et al. 2013)   | AGACCTTTAAGGGGCTGGAG      |
| <i>Btrc</i> exon 10-11 (from Marinic et al. 2013) | ACAGAGACAGGCTGGTGGTGAGC   |
| <i>Btrc</i> exon 10-11 (from Marinic et al. 2013) | GCAGGCATGCTCCACACTCTATGTC |
| <i>Rplp0</i> normalizer                           | TCCAGAGGCACCATTGAAATT     |
| <i>Rplp0</i> normalizer                           | TCGCTGGCTCCACCTT          |
| <i>Rrm2</i> normalizer                            | CCGAGCTGGAAAGTAAAGCG      |
| <i>Rrm2</i> normalizer                            | ATGGGAAAGACAACGAAGCG      |

**Supplementary Table 5: probes sequences for *in situ* hybridization**

|                       |                                                                                                                                                                                                             |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Lbx1</i> -ISH_fwd  | Minina, E., Schneider, S., Rosowski, M., Lauster, R. & Vortkamp, A. Expression of Fgf and Tgfbeta signaling related genes during embryonic endochondral ossification. Gene Expr Patterns 6, 102–109 (2005). |
| <i>Lbx1</i> -ISH_rev  |                                                                                                                                                                                                             |
| <i>Btrc</i> -ISH_fwd  | CTCGTTAATGTTGCAGTATT                                                                                                                                                                                        |
| <i>Btrc</i> -ISH_rev  | GTCTCCTCCCACGCAGTGGCT                                                                                                                                                                                       |
| <i>Poll</i> -ISH_fwd  | CTTGGGCATGGGAAGGCTGA                                                                                                                                                                                        |
| <i>Poll</i> -ISH_rev  | TGGCTGAGCTCCCTGAGAGC                                                                                                                                                                                        |
| <i>Dpcd</i> -ISH_fwd  | GGCGGCTGAGTCAGAGTTACA                                                                                                                                                                                       |
| <i>Dpcd</i> -ISH_rev  | CCTGAGTCTCTTGTATAAGG                                                                                                                                                                                        |
| <i>Fbxw4</i> -ISH_fwd | GCCGAGCCGCGTGAAGCCGG                                                                                                                                                                                        |
| <i>Fbxw4</i> -ISH_rev | AGCGGGATGAGGGCAGCGCAG                                                                                                                                                                                       |
| <i>Fgf8</i> -ISH_fwd  | Jagla, K. et al. Mouse <i>Lbx1</i> and human <i>LBX1</i> define a novel mammalian homeobox gene family related to the <i>Drosophila lady bird</i> genes. Mechanisms of Development 53, 345–356 (1995).      |
| <i>Fgf8</i> -ISH_rev  |                                                                                                                                                                                                             |

# Supplementary material for: Combinatorial effects on gene expression at the Lbx1/Fgf8 locus resolve split-hand/foot malformation type 3
**Source:** Nat Commun. 2023 Mar 17;14:1475. doi: 10.1038/s41467-023-37057-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: DEseq analysis RNAseq

File Name: Supplementary Data 2

Description: 200 top DEG scRNAseq

# Supplementary material for: Combinatorial effects on gene expression at the Lbx1/Fgf8 locus resolve split-hand/foot malformation type 3
**Source:** Nat Commun. 2023 Mar 17;14:1475. doi: 10.1038/s41467-023-37057-z
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No commercial, open source or custom software/code was used to collect the data in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | <ul style="list-style-type: none"><li>- The size and position of the human structural variations (hg19/GRCh37) were converted to the mouse genome (mm9/NCBI37) using the UCSC liftOver (tool <a href="https://genome.ucsc.edu/cgi-bin/hgliftOver">https://genome.ucsc.edu/cgi-bin/hgliftOver</a>).</li><li>- sgRNAs were designed within close proximity of the duplication and inversion breakpoints, using the <a href="http://crispr.mit.edu/">http://crispr.mit.edu/</a> platform to obtain candidate sgRNA sequences.</li><li>- RT-qPCR results were analyzed using the QuantStudio 7 Flex Real-Time PCR Software (version 1.7.1) (Applied Biosystems).</li><li>- The capture Hi-C SureSelect library probes were designed using the Sure Design on line tool from Agilent (<a href="https://earray.chem.agilent.com/suredesign/">https://earray.chem.agilent.com/suredesign/</a>).</li><li>- The cHi-C data analysis, raw sequencing reads were processed with the HiCUP pipeline v0.8.1 (no size selection, Nofill: 1, Format: Sanger) using Bowtie2 v2.4.2 for mapping short reads to the reference genome mm9. Juicer tools v1.19.02 was used to generate binned and KR normalized contact maps from valid and deduplicated read pairs. For the generation of cHi-C maps, only read-pairs referring to the region of interest (chr19:44,440,001-46,400,000) and with MAPQ≥30 were considered. We used cHi-C maps with 5kb bin size. For the sample with a duplication, in order to consider the duplicated region explicitly, we created an additional version of the cHi-C map by applying LOIC normalization (python package iced v0.5.1045) to raw count map, which has the aim to retain the effects of the increased copy number. For the LOIC normalization the copy number was set to 4 for all bins overlapping the duplication, and to 2 for the other bins. For five matrix rows/ columns with low coverage, the count values were removed prior to LOIC-normalization.</li><li>- Data processing for the generation of the virtual 4C profile was performed with custom Java code using htsjdk v.2.12.0 (<a href="https://samtools.github.io/htsjdk/">https://samtools.github.io/htsjdk/</a>).</li></ul> |

- For 4C-seq reads were mapped, normalized and smoothed with pipe4C using the reference genome GRCh37 and default settings. All viewpoints were performed in replicates and as quality measure >70% of reads were mapped within a size range of 1Mb and >80% within 100kb around the viewpoint.

- For RNA-seq reads were mapped to the mouse reference genome (mm9) using the STAR mapper (splice junctions based on RefSeq; options: `-alignIntronMin 20-alignIntronMax 500000-outFilterMultimapNmax 5-outFilterMismatchNmax 10-outFilterMismatchNoverLmax 0.1`). RNA-seq differential expression analysis was performed with the DESeq2 package.

- The Cell Ranger pipeline version 3 (10x Genomics Inc.) was used for each scRNA-seq sample to de-multiplex the raw base call files, generate the fastq files, and perform the alignment against a custom mouse reference genome mm9, to create the UMI count matrix. We used Scrublet to identify potential doublets in our dataset. Scublet is available as online tool and has been incorporated into SPRING (<https://kleintools.hms.harvard.edu/tools/spring.htm>). Each sample dataset was normalized independently using the SCT method implemented in Seurat3 R package and then integrated the datasets using the Seurat3 Integrate Data function and considering the top 2000 most variable genes. To delimitate the major limb bud cell types, we used the Louvain algorithm implemented in the Seurat3 function FindClusters. For the AER cluster, we used the marker genes *Fgf8* and *En1*. Differential gene expression was estimated by modelling the gene expression as a function of the genotype across cells. We fitted a quasi-Poisson distribution to calculate the effect on the gene expression distribution of each gene using the monocle3 strategy<sup>51</sup>. We tested that such effect was not equal to 0. We use this condition association effect to rank the genes and identified the pathways associated with the top 200 genes using the Enrichr tool from the Maayan lab<sup>52</sup>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All datasets have been deposited in the Gene Expression Omnibus (GEO) database and are accessible under GSE197404.

Previously published data used in this study include ChIP-seq data for CTCF from E11.5 mouse limb buds (GSE137335 or published previously under GSE84795).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Fibroblasts from one male patient carrying a heterozygous SHFM3 duplication were used in this study to perform 4C-seq (Fig. 3). Pictures of hands with SHFM congenital limb malformations from one male patient carrying the newly here described heterozygous SHFM3 inversion were used in this study (Supplementary Fig. 2). The in-house reported SHFM3 duplications (Supplementary Fig. 1) are from both male and female patients. Sex and gender were not part of the study design.

### Population characteristics

Patients carrying the in-house reported SHFM3 heterozygous duplications exhibited the classical SHFM phenotype with variable defects of the central rays of the autopod often together with syndactyly and/or aplasia/hypoplasia of the phalanges, metacarpals and metatarsals. The male patient carrying a heterozygous SHFM3 duplication, whose fibroblast have been used to perform 4C-seq, was diagnosed at the age of 34 and exhibited the classical SHFM phenotype. The patient carrying the inversion was diagnosed at the age of 1 and had fusion of digit III and IV in the left hand and absence of the central distant digits in the right hand.

### Recruitment

Congenital limb malformations were observed at clinical genetic centers in Germany and in Italy. Given the nature of their phenotype, patients were offered additional diagnostic investigations in accordance with regulations for studies on human subjects at the respective centers. The investigators were not blinded to allocation during experiments and outcome assessment.

### Ethics oversight

The study design and conduct complied with all relevant regulations regarding the use of human participants and was conducted in accordance with the criteria set by the Declaration of Helsinki. Informed consent to participate to the study and to publish clinical data was obtained from all patients (or their legal guardian). This study was approved by the Charité Universitätsmedizin Berlin ethics committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | WISH experiments were performed from at least 3 independent biological mouse embryos. RT-qPCR experiments were performed using 3 independent biological replicates. Skeletal preparations were performed using at least 3 independent biological mouse embryos or pups. Phenotypic evaluation was performed using at least 3 animals per experiment. Capture Hi-C experiments were performed using 3 biological replicates per experiment plus one technical, except for Inv1 het where no technical replicate was produced, and for Dup het where only one biological replicate was used. RNA-seq analyses were performed using 2 biological replicates. scRNA-seq experiments were performed from one biological replicate. The specific number of replicates for each experiment was based on previous publications and experiments carried out in our laboratory. |
| Data exclusions | Samples/animals were included/excluded according to the genotype. Genotyping was established and verified in appropriate control experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All experiments, except for scRNA-seq, were replicated 2 or 3 times, each of them successfully. For scRNA-seq one replicate is currently allowed given the nature of the technique, where data are processed as single cell, but that can be also collectively analyzed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Several founder animals for each mouse line were used for establishing line stock with variable intercrosses between single founder and C57BL/6 wild-type animals. Selection of animals for analysis and breeding was random. For all animal experiments, no choice of sample size was applied.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Investigators were not blinded during experiments, the data collection was performed according to the stage of each sample since mouse breeding and analysis required knowledge about the genotype at hand.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Digoxigenin (Roche Cat. #11093274910 - Fab fragments from an anti-digoxigenin antibody from sheep, conjugated with alkaline phosphatase).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Validation      | <p>Roche:</p> <p>nucleic acid probes can be labeled very efficiently with digoxigenin and be used as hybridization probes in various membrane blot applications. After stringency washes, the blots are subjected to immunological detection using a anti-digoxigenin antibody conjugated to alkaline phosphatase and a chemiluminescent or color substrate. Colorimetric detection of a DIG-labeled probe is usually performed with the two colorless substrates BCIP and NBT. These substrates form a redox system. BCIP is oxidized by alkaline phosphatase to indigo by release of a phosphate group. In parallel, NBT is reduced to diformazan. The reaction products form a water-insoluble dark blue to brownish precipitate, depending on the type of membrane.</p> <p>In our work:</p> <p>overnight incubation with Anti-Dig antibody conjugated to alkaline phosphatase (1:5,000) at 4°C was followed by 8x30min washing steps at room temperature with TBST 2 (TBST with 0.1% Tween 20 and 0.05% levamisole–tetramisole) and left overnight at 4°C. Embryos were stained after equilibration in AP buffer (0.02 M NaCl, 0.05 M MgCl<sub>2</sub>, 0.1% Tween 20, 0.1 M Tris–HCl and 0.05% levamisole–tetramisole in H<sub>2</sub>O) 3x20min, followed by staining with BM Purple AP Substrate (Roche). The stained embryos were imaged using a Zeiss SteREO Discovery V12 microscope and Leica DFC420 digital camera.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |                                                                                                                        |
|---------------------|------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | We used mouse embryonic stem cells (mESCs) from 129/Svx C57BL/6J F1 hybrid (G4) backgrounds. These cells were obtained |
|---------------------|------------------------------------------------------------------------------------------------------------------------|

|                                                                      |                                                                                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | from Dr. Anders Nagy (George et al., 2007). CD1 and DR4 Puromycin-resistant feeder cell lines, produced from CD1 and DR4 transgenic embryos, were used to culture the G4 cells. Experiments were done as previously reported by our lab (Kraft et al. 2015).                                     |
| Authentication                                                       | Genetically modified mESCs were used to produce embryos using tetraploid and diploid aggregation. Genotyping confirmed the presence of the desired mutation.<br>CD1 and DR4 feeder cell lines were directly produced from mouse embryos originating from DR4 and CD1 mice crosses, respectively. |
| Mycoplasma contamination                                             | All the cell lines were tested and were negative for mycoplasma contamination.                                                                                                                                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice from CD1, C57BL/6J, or (129/SvxC57BL/6J) F1 hybrid backgrounds were used in our study. Males and females from embryonic days E11.5 and E18.5 were used in our experiments. Routine bedding, food, and water changes were performed. Mice were housed in a centrally controlled environment with a 12-h light/12-h dark cycle, temperature of 20-22.2 Celsius , and humidity of 30-50%. All animal experiments followed all relevant guidelines and regulations. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | Sex was not part of the study design.                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | All animal procedures were conducted as approved by the local authorities (LAGeSo Berlin) under license numbers G0243/18 and G0176/19.                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

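Capture Hi-C of E11.5 mouse limb buds was analysed for the *Lbx1*/*Fgf8* locus, from 44440001 to 46400000 on chromosome 19 (mm9), in the wild-type, in homozygous *Dup*, *Inv1* and *Inv2* and in heterozygous *Dup* and *Inv1*. The 20 samples gave 6 merged maps, 1 per genotype. The wild-type and each homozygous mutant had 3 biological replicates and 1 technical replicate, heterozygous *Inv1* had 3 biological replicates and heterozygous *Dup* had 1. A further 3 maps are the authors' subtraction maps. The heterozygous *Dup* library was assigned from its title and the paper, since another of its labels names an inversion. Expression data, the 4C-seq of human fibroblasts and CTCF binding were not analysed here.

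Before deposit, the authors trimmed the reads, mapped, filtered and deduplicated them with HiCUP and Bowtie2 2.4.2 on mm9, joined the replicates and binned the read pairs at 5 kb. The deposited values of the wild-type and inversion maps are contact signal after Knight-Ruiz (KR) balancing with Juicer tools 1.19.02, in which every bin has about the same total. The deposited values of the *Dup* maps are contact signal after LOIC normalization, in which the bins of the duplication keep a higher total. The copy number used by the authors for the heterozygous map is not given in the sources used here. The third kind of deposited value is the difference of a mutant and a wild-type KR map after joint scaling of each distance and scaling to a total of 1000000. Reads were not remapped, so the mapping to the reference order, the quality filter and the merging of replicates are fixed in all values.

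All steps from there used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The factor of each bin was solved from the deposited signal, and dividing by the factors gave whole numbers of read pairs for 100% of values in each of the 6 maps, within 0.01. The maps held 7867931 (wild-type), 13101700 (*Dup*), 11615891 (*Inv1*), 12790852 (*Inv2*), 3350758 (heterozygous *Dup*) and 7804215 (heterozygous *Inv1*) read pairs. These numbers set the 95% counting intervals, in which a ratio is multiplied and divided by the exponential of 1.96 standard errors of its logarithm. Shares of a profile have Wilson intervals. Both cover counting error only and not the spread between limb buds, and the larger maps have the narrower intervals.

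For contact ratios, the mutant and the wild-type map were scaled jointly at each distance with the rearranged interval left out, then to a total of 1000000, after the *Dup* LOIC maps had been balanced to equal bin totals. A ratio is the mean over a rectangle of bin pairs in the mutant divided by that in the wild-type. Virtual 4C profiles are single bins' contacts across the map, scaled to 1000 without the viewpoint and 5 kb on either side, from the KR maps and, for *Dup*, the LOIC map. Loop values are the mean of 3 × 3 bins over the mean of all pairs at the same distance in the reference order. Insulation scores compare windows of 100 kb. Contact expected from distance used the wild-type decay and the distances in the rearranged order, summed over the copies in *Dup*. In place of a test, each ratio was set beside the same rectangle moved in 5 kb steps outside the rearrangement and a margin of 25 kb, where at least 80% of bin pairs had values. A ratio above percentile 97.5 or below percentile 2.5 of these placements is called higher or lower. This is a description of a pair of maps and not a p-value, and no replicate-level test was possible on the merged maps.

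The genes to be named were 9 of the locus: the 6 that the paper discusses in every comparison and the flanking *Slf2*, *Twnk* and *Oga*. *Gm6807* and *Npm3* were named in addition, after their values were seen. In the annotation used the flanking genes are named *Fam178a*, *Peo1* and *Mgea5*. Gene positions came from GENCODE on mm9, and guide positions from exact matches in the same genome. TADs, boundaries and the AER enhancer interval were read by eye from Fig. 1a, so their ends are uncertain by at least a bin. The annotated start of *Lbx1* lies a bin away from the viewpoint that was read from the figure, and the annotated one was used. The main regions, genes, measures and processing alternatives were chosen before the data were examined. Contact within and between whole domains, contact at the junctions, read pairs inside the duplication, contact of the *Btrc* gene body, of parts of the *Lbx1* TAD and of all annotated promoters with the enhancers, and the equal mixtures for the heterozygotes were added later, as were loop values with the distances of the inverted order.

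The steps were tested on simulated maps drawn from the wild-type decay. For each of the *Dup*, *Inv1* and *Inv2* comparisons, 100% of bin pairs (75803, 75758 and 75800) were recovered exactly. A contact ratio set to 1.5 was found as 1.39 in each of the *Dup*, *Inv1* and *Inv2* simulations, and without noise as 1.49 before balancing and 1.39 after it. Balancing thus understated the local change that was set, and the contact ratios here carry this limit, except those given for the *Dup* LOIC maps as deposited, which were not balanced to equal totals. The noise-free values were the same for each comparison, so the set ratio did not test what differs between them, such as copy number in *Dup*. In the simulations with contact drawn from distance alone, observed over expected contact was 0.998, 0.997 and 1.01 for *Dup*, *Inv1* and *Inv2*.

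Alternatives changed 1 choice at a time: the copy number correction, the viewpoint width and margin, the region summed, the median for the mean, the scaling, the size and place of loop squares, the insulation window, the bin size and the decay. Added after the data were seen were virtual 4C on the recovered read pairs, the *Lbx1* viewpoint bin read from the figure, insulation scores with the bins of the inversions in the rearranged order, at the moved boundary and at the unmoved position, and loop values of the inverted boundary with expected contact taken in the rearranged order, where the breakpoint bins were left out.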

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

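The tests of long-distance contact and of a strain difference shared by the inversions were chosen after their results were seen, and so were the limits by which the next 2 results were picked, a ratio of at least 1.5 over at least 50 placements. *Gm6807* came from all annotated promoters, whereas the contact of *Btrc* with *Fgf8* in *Inv2* was a single pair chosen after its value was seen. The other tests in this part were set down first.

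Among promoters that the paper does not discuss, the bin with the start of *Gm6807* (45525685 on chromosome 19, mm9, inside the span of *Btrc*) had 2.18 times (2.02 to 2.35, 95% counting interval) the wild-type contact with the AER enhancer interval in *Inv1*, above all 284 placements, from 888 wild-type and 2963 *Inv1* read pairs.

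The *Btrc* promoter, which *Inv2* moves towards *Fgf8*, had 3.03 times (2.36 to 3.90) the wild-type contact with the *Fgf8* gene in *Inv2*, above all 133 placements, from 69 and 488 read pairs, and distance in the inverted order gives 2.80.

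The gain of *Lbx1* and *Btrc* viewpoint signal over the 125 kb region in *Dup* was weighed against copy number and distance. After balancing to equal bin totals, the ratios were 1.27 and 1.24, both at percentile 100 of their placements. These placements lie outside the duplication, where copy number does not differ, so they cannot show what balancing left of its effect. Whether copy number accounts for the gain stays undecided. Distance in the tandem order gives ratios of 2.48 and 1.57, above those measured, and observed over expected signal lay at percentiles 0 and 2.17. The gain was thus no larger than this expectation, but the expectation overshot it and was summed over the copies. Whether the shorter distance accounts for the gain therefore stays undecided. The map cannot assign a contact to either copy, so the part of the copies stays open.

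The gain of *Lbx1* TAD contact with the 125 kb region in *Inv1* (1.75, with an SD of 0.0487 among the placements of observed over expected contact) was weighed against distance, scaling and strain. Distance in the inverted order gives 1.28 and the lowest ratio among the scalings was 1.72. These values argue against distance or scaling as the whole cause, although the median of bin pairs gave a ratio of only 1.39. Distance was exceeded for the TAD as a whole and not, beyond the placements, at the *Lbx1* gene or the *Btrc* promoter. *Inv2* moves the *Btrc* side of the TAD, the middle boundary and the AER enhancers as 1 block, and contact of that side with the AER enhancer interval was 1.11 times the wild-type in *Inv2* and 1.88 times in *Inv1* (SD of the placements 0.0357 and 0.0534). This argues against a strain difference from the wild-type that both inversions share as the whole cause. A strain difference of the *Inv1* line alone cannot be told apart from the inversion, since the lines came from hybrid cells, were crossed to C57BL/6 and have no strain given per library. The heterozygote showed 0.555 of the homozygous log2 ratio, below the share set beforehand as the limit, but that limit took all animals to be of 1 background, and a strain difference in cis would be lowered in a heterozygote as well. The move of the enhancers across the inverted boundary, a biological explanation, stays open with it and was not tested apart. No second clone or replicate map was analysed here.

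In virtual 4C, the *Inv1* map had more of its contacts at long distance than the wild-type map, and this could raise the ratios over the 125 kb region. The *Lbx1* ratio lay at percentile 80.9 of its placements, so long-distance contact across the map may account for it. The *Btrc* ratio lay at percentile 100, which argues against this for *Btrc*. Whether the map differs through the mutation or through the libraries was not tested.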

How the results depend on the processing

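No paired analysis was possible because each genotype has 1 merged map, with no replicate columns. The insulation scores and loop values in the rearranged order, the recovered read pairs and the figure-read *Lbx1* viewpoint bin were chosen after the data were seen. Over 124 results, 512 other values were computed, of which 243 stayed within the counting interval of the value reported and 269 lay outside it. The direction, against 1 or, for insulation scores and log2 shares, against 0, turned for 32 of them. Of these, 8 belong to insulation scores or to ratios called higher or lower, and 8 lay within the interval. The cause was not tested for any of those that moved, unless the setting itself names it. By more than 1.5 times moved 40, among them 18 insulation scores, 14 contact ratios and 4 virtual 4C ratios. Depth limits most the heterozygous *Dup* map and the contacts of single promoters with *Fgf8*.

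For virtual 4C over the 125 kb region in *Dup*, the balanced map gave 1.27 from *Lbx1*, 1.24 from *Btrc* and, with the opposite direction, 0.934 from *Fgf8*. Scaling to the map total gave 2.24, 2.12 and, again opposite, 0.924, and the median of bins gave 1.54 from *Lbx1*. In *Inv1*, the AER enhancer interval gave 1.17 from *Lbx1*, 1.63 from *Btrc* and 0.414 from *Fgf8*. Scaling to the map total gave 1.3 from *Lbx1* and 0.708 from *Fgf8*, where the median of bins gave 0.392. Over control region 2 the *Btrc* ratio in *Dup* was 0.96 on the balanced map, the opposite direction.

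Loop values of the centromeric and middle boundary in *Inv1* were 2.4 with 5 × 5 bins, 3.19 with the median as expectation and 2.52 at the place read from the figure. For the middle and telomeric boundary they were 1.41 with 1 bin, 1.76 with the median and 2.76 at the figure-read place. With the distances of the rearranged order they were 3.53 and 1.04, and 2.69 and 2.06 in *Inv2*. For the outer boundaries of the wild-type they were 8.92 with 1 bin, 5.32 with 5 × 5 bins and 7.61 with the median. The insulation score of the middle boundary turned positive in *Inv1* with a 200 kb window (0.20) and, in the rearranged order at the unmoved position, in *Inv1* (0.17) and *Inv2* (0.022). At the moved boundary in that order it stayed negative in both. In the reference order, beside the original place of the boundary, a 50 kb window gave −0.99 in *Inv1*, below the −0.72 of the wild-type.

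Contact of the *Lbx1* TAD with the 125 kb region, with scaling to the total only, was 1.3 in *Dup*, 1.94 in *Inv1* and 1.36 in *Inv2*. With the rearranged interval kept in the scaling it was 1.28, 1.72 and 1.29, with the median of bin pairs 1.34, 1.39 and 1.11, and with 10 kb bins 1.31, 1.71 and 1.3. Over the AER enhancer interval it was 1.29 in *Dup* and 1.24 in *Inv2*. Contact across the *Dup* junction was 2.39 with total scaling, 2.23 with the interval kept, 2.11 with the median and 2.26 with 10 kb bins. On the LOIC map as deposited, which keeps copy number, it was 5.77 and that of the *Lbx1* TAD 2.97, while 5 ratios turned above 1: *Fgf8* with the 125 kb region (1.17) and with the AER enhancers (1.24), *Lbx1* with *Fgf8* (1.13), the *Fbxw4* promoter with the AER enhancers (2.04) and the *Poll* and *Dpcd* promoter with the 125 kb region (2.23). In heterozygous *Dup* the same setting turned *Fgf8* (1.05) and the *Fbxw4* promoter (1.50) with the AER enhancers and the *Btrc* promoter with *Fgf8* (1.13).

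For the *Lbx1* gene and the 125 kb region in *Inv2*, the ratio was 2.65 with total scaling, 2.01 with the interval kept, 2.52 with the median and 1.99 over the AER enhancer interval. For *Fgf8* and the AER enhancers in *Inv1* it was 0.444 with total scaling and 0.390 with the interval kept. With total scaling the heterozygous shares of the log2 ratio were 0.749 for the *Lbx1* TAD and 0.792 across the junction in *Dup*, and 0.704 for the *Lbx1* TAD and 0.274 for *Fgf8* in *Inv1*. With the decay taken outside the TADs, observed over distance-expected contact was 1.38 for the *Lbx1* TAD in *Inv1* and 0.676 for *Lbx1* in *Inv2*.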

Differences from the paper's values

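The comparison with *Dup* and *Inv1* exchanged was chosen after the values were seen. The values compared were the integrated virtual 4C signals that the paper plots for the *Lbx1* and *Btrc* viewpoints and 2 distances that it prints, and none of these differed by more than 1.5 times. For the *Fgf8* viewpoint the paper shows tracks without an integrated value, so none was compared. The following statements differ, wholly or in part, from the values here.

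The paper describes the ectopic contacts of *Inv2* as in general much weaker than those of *Inv1*. Over the *Lbx1* TAD and the AER enhancer interval the ratio was 1.24 in *Inv2* and 1.76 in *Inv1*, in that direction. At the *Lbx1* gene itself it was 1.99 in *Inv2* and 1.08 in *Inv1*, and the mean difference in the authors' deposited subtraction maps was 14.6 and 0.951.

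The paper reports contacts of *Lbx1* and *Btrc* with the *Fgf8* gene in *Inv1* that *Dup* lacks. The virtual 4C ratios were 1.23 and 1.44 in *Inv1* and 0.614 and 0.804 in *Dup*, in that order, but the *Inv1* ratios lay within their placements. After scaling at every distance and without copy number, the ratios were 1.02 and 1.26 in *Inv1* and 0.84 and 1.3 in *Dup*. Each lay within its placements. For *Btrc* the counting intervals were 0.963 to 1.66 in *Inv1* and 0.981 to 1.71 in *Dup*. They rested on 69 wild-type, 214 *Inv1* and 177 *Dup* read pairs. Intervals this wide neither show nor exclude a difference between the mutants. Over the contact expected from distance, the *Btrc* value was 1.47 in *Dup*, higher than its placements, and 1.26 in *Inv1*, within them. The legend of Fig. 3d ascribes the virtual 4C gain at *Fgf8* to the *Lbx1* viewpoint alone. The *Btrc* ratio in *Inv1* was the higher here, and the figure draws an arrow at *Fgf8* for both viewpoints.

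The legend of Fig. 2e calls 2 boundary contacts lost in *Inv1*. The contact of the centromeric and the middle boundary was 2.67 times that of other pairs at the reference distance, below the wild-type value of 5.42 but at percentile 97.2 of the moved squares. That of the middle and the telomeric boundary was 1.32 against 3.05, and 2.76 against 2.14 at the place read from Fig. 1a, an alternative set before the data were examined. With the distances of the inverted order, chosen after the values were seen, the *Inv1* values were 3.53, above all moved squares, and 1.04, at percentile 62.8.

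For the control regions of Supplementary Fig. 4b, the ratios here from the *Lbx1* and *Btrc* viewpoints, which the panel plots, lay between 0.855 and 1.17 in *Dup* and *Inv1*, and 5 of 8 lay outside their placements. In *Dup* those placements lie outside the duplication and do not set its copy number apart. Read by eye, the figure shows about 1.0 for *Dup* and about 0.86 for *Inv1* from *Lbx1* over the first region in Supplementary Fig. 4b, and about 0.84 and about 1.1 over the second in Supplementary Fig. 4b, where the values here were 0.864 and 1.02, and 1.17 and 0.855. Both *Lbx1* measures lie nearer to the figure with *Dup* and *Inv1* exchanged, with summed differences from the figure, as printed against exchanged, of 0.292 against 0.0207 and 0.574 against 0.0832, and stay so with the *Dup* map balanced. For *Btrc* the summed differences are 0.189 against 0.132 and 0.161 against 0.0810, and with the balanced map neither order is nearer. In that panel the points above *Dup* have the colour of the *Inv1* track and those above *Inv1* the colour of the *Dup* track. From the *Fgf8* viewpoint the ratios here were 0.687 and 1.16 in *Dup*, outside their placements, and 1.12 and 0.936 in *Inv1*, within them. Over the 125 kb region the order runs as printed: read by eye, the figure has about 1.5 for *Dup* and about 1.3 for *Inv1* from *Lbx1* in Fig. 3d, and the values here were 1.43 and 1.23.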

Other observations

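The promoters by side, the parts of the *Lbx1* TAD, the shares of long-distance contact and the slopes of the heterozygotes were chosen after the data were seen, and the ratios have no replicate check. Among the promoters on the telomeric side of *Fgf8*, which no rearrangement moves, several had less contact with the AER enhancer interval in the inversions. Of 11 promoter bins with 12 genes there, 4 were lower in *Inv1* (median ratio 0.798) and 7 in *Inv2* (median 0.779), and none was higher in either. In *Dup* the median was 0.928, with 1 higher and 10 within their placements. *Npm3*, chosen after its values were seen, starts at 45824081, and had ratios of 0.405 in *Inv1* and 0.340 in *Inv2*. The inversions move the enhancers, however. For the neighbouring *Fgf8* gene, distance in the inverted order gives 0.376 in *Inv2* and 0.924 in *Inv1*. A longer distance would thus lower these ratios in *Inv2*, and they were not corrected for it. On the centromeric side of the *Lbx1* TAD, 13 promoter bins with 15 genes had medians of 0.876 in *Inv1* and 1.1 in *Inv2*. There 1 bin was lower in *Inv1* and 1 was higher in *Inv2*, with 12 within their placements in each. In *Dup* the median on this side was 1.22, with 1 lower, 6 within their placements and 6 with too few placements to compare.

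The inversions differed in which part of the *Lbx1* TAD had more contact with the AER enhancer interval. On the *Lbx1* side of the centromeric *Inv2* breakpoint, the ratio was 1.04 (95% counting interval 1.02 to 1.07) in *Inv1* and 1.94 (1.89 to 1.99) in *Inv2*. On the *Btrc* side it was 1.88 (1.86 to 1.90) and 1.11 (1.1 to 1.13). From the *Fgf8* viewpoint, virtual 4C signal over control region 2 within *Btrc* was 1.88 times the wild-type in *Inv2* and 0.936 times in *Inv1*.

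Outside the rearranged intervals, distances of 500 kb to 1000 kb held 11.52% of the mean contact summed over distances in the wild-type, 9.59% in *Dup*, 13.3% in *Inv1* and 12.5% in *Inv2*. Heterozygous *Dup* had 12.2%, on the other side of the wild-type from homozygous *Dup*, and heterozygous *Inv1* had 12.5%. Across bin pairs, which are not independent replicates, the difference from the wild-type in the heterozygous map had a slope of 0.899 on that of the homozygous map in *Dup* and of 0.545 in *Inv1*.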
